# Heterogeneous Effects of Direct Hypoxia Pathway Activation in Kidney Cancer

**DOI:** 10.1371/journal.pone.0134645

**Published:** 2015-08-11

**Authors:** Rafik Salama, Norma Masson, Peter Simpson, Lina Katrin Sciesielski, Min Sun, Ya-Min Tian, Peter John Ratcliffe, David Robert Mole

## Abstract

General activation of hypoxia-inducible factor (HIF) pathways is classically associated with adverse prognosis in cancer and has been proposed to contribute to oncogenic drive. In clear cell renal carcinoma (CCRC) HIF pathways are upregulated by inactivation of the von-Hippel-Lindau tumor suppressor. However HIF-1**α** and HIF-2**α** have contrasting effects on experimental tumor progression. To better understand this paradox we examined pan-genomic patterns of HIF DNA binding and associated gene expression in response to manipulation of HIF-1**α** and HIF-2**α** and related the findings to CCRC prognosis. Our findings reveal distinct pan-genomic organization of canonical and non-canonical HIF isoform-specific DNA binding at thousands of sites. Overall associations were observed between HIF-1**α**-specific binding, and genes associated with favorable prognosis and between HIF-2**α**-specific binding and adverse prognosis. However within each isoform-specific set, individual gene associations were heterogeneous in sign and magnitude, suggesting that activation of each HIF-**α** isoform contributes a highly complex mix of pro- and anti-tumorigenic effects.

## Introduction

Hypoxia is strongly associated with adverse prognosis in cancer and hypoxia signaling pathways are commonly activated during cancer development[1–4]. This is exemplified by clear cell renal cancer (CCRC) in which inactivation of the von Hippel-Lindau tumor suppressor (pVHL) is a common and early event[5–7]. pVHL is the recognition component of an E3 ubiquitin ligase complex that targets hypoxia inducible factor (HIF) **α**-subunits for degradation by the ubiquitin-proteasome pathway, and inactivation of pVHL results in constitutive activation of the HIF transcriptional pathway[8]. HIF transcriptional targets include many with functions that associate with common phenotypic characteristics of cancer (e.g. enhanced angiogenesis, dysregulated energy metabolism, increased cell motility), and it is commonly assumed that oncogenesis is driven largely by the aggregation of the positive effects of HIF activation on such processes.

Transcriptional activation by HIF is principally mediated through binding of HIF **α**/**β** heterodimers to a core consensus sequence (RCGTG) in hypoxia response elements (HREs)[9]. Although the two best-characterized HIF-**α** subunits, HIF-1**α** and HIF-2**α**, manifest similar domain architecture, and indistinguishable DNA-binding sequences[10], they transactivate distinct targets and show contrasting tumorigenic roles[11,12]. Surprisingly, strong up-regulation of HIF following inactivation of VHL in CCRC is associated with an unusual bias in HIF isoform expression, towards HIF-2**α**[13]. Several lines of investigation indicate that this is functionally important in the development of CCRC. Genome-wide association studies identified polymorphic variants that affect susceptibility to CCRC at the HIF-2**α**, but not HIF-1**α**, locus and at loci within the HIF-2**α** transcriptional pathway[14]. Conversely, HIF-1**α** gene dosage is commonly reduced in CCRC by loss of chromosome 14q [15], and the HIF-1**α** gene, but not the HIF-2**α** gene, is subject to a small but significant excess of inactivating mutations[16]. Furthermore, HIF-2**α** but not HIF-1**α**, can over-ride the tumor suppressor activity of pVHL in experimental tumor systems[17,18]. Specifically, re-expression of HIF-1**α** in CCRC lines that lack wild-type HIF-1**α** slows growth, whilst overexpression of HIF-2**α** accelerates growth in tumor xenografts[11,15].

These observations challenge the paradigm that general activation of HIF signaling drives oncogenesis through activation of a small number of discrete transcriptional targets, and suggest a more complex interface. For instance, pan-genomic analyses revealed hundreds to thousands of direct HIF transcriptional targets[10,19–22]. Since HIF-1**α** and HIF-2**α** may potentially compete for binding to HIF-1β or for occupancy of HREs, or may bind distinct sets of transcriptional targets, it is unclear how the isoform specific manipulation of HIF-**α** impacts on the transcription patterns associated with CCRC.

To study this we performed detailed ChIP-seq and RNA-seq analysis of HIF-**α** isoform binding site occupancy and gene expression in the pVHL-defective CCRC 786–0 cell line, following re-expression of HIF-1**α** or overexpression of HIF-2**α**, and related these findings to prognostically associated patterns of gene expression in human CCRC tumors[6]. Our findings reveal large numbers of discrete isoform-specific HIF-**α** binding sites that manifest an isoform-specific genomic architecture, activate distinct patterns of gene expression and associate with contrasting prognostic gene expression patterns in clinical CCRC. However, although clear overall associations were observed between HIF-1**α**-associated genes and good clinical prognosis and between HIF-2**α**-associated genes and poor clinical prognosis, this dichotomy was incomplete. At the level of individual genes, the effects were heterogeneous in both sign and size of effect, suggesting that even within this defined context, each HIF-**α** isoform has potentially both pro- and anti-tumorigenic effects.

## Materials and Methods

### Laboratory methods

#### Cell Culture

786-O and HEK293T cells were purchased from ATCC (http://www.lgcstandards-atcc.org) and grown in Dulbecco modified Eagle medium supplemented with 10% fetal calf serum, 2 mM L-glutamine, 100U penicillin and streptomycin 50 U/ml (v/v) (Sigma-Aldrich).

#### Production of 786–0 HIF-1α/HIF-2α cells

HIF-1**α** and HIF-2**α** cDNA sequences[11] were first cloned into pRRL.IRES.EGFP (kind gift from Kamil Kranc, Glasgow) to generate bicistronic vectors. These were then co-transfected with pCMV-dR8.2 and pCMC-VSVG into HEK293T cells and the resultant viral particles were isolated by centrifugation and ultrafiltration. 786–0 cells (ATCC) were then transduced with either control (pRRL), HIF-1**α** (pRRL-HIF-1**α**) or HIF-2**α** (pRRL-HIF-2**α**) expressing virus.

#### ChIP-seq

Single ChIP-seq analyses were performed as previously described[19]. Chromatin was immunoprecipitated using rabbit polyclonal antisera to HIF-1**α** (PM14), HIF-2**α** (PM9)[23], HIF-1β (NB-100-110, Novus Biologicals, UK) or pre-immune serum as control.

#### PolyA+ selected RNA-seq

Total RNA was prepared in triplicate using the mirVana miRNA Isolation Kit (Ambion; Life Technologies Ltd, Paisley, UK) and treated with DNaseI (TURBO DNA‐free, Ambion). PolyA+ RNA libraries were then prepared using the ScriptSeq v2 RNA‐Seq kit (Epicentre, Madison, WI, USA).

#### High-throughput sequencing

All libraries were prepared according to Illumina protocols and sequenced on the HiSeq 2000 platform (Illumina, San Diego, CA, USA).

#### Accession codes

ChIP-seq and RNA-seq data are available from Gene Expression Omnibus (GSE67237).

### Bioinformatic analysis of ChIP-seq data

#### Initial Analysis

Illumina adaptor sequences were trimmed using Trimgalore (0.3.3) and reads were aligned to Genome Reference Consortium GRCh37 (hg19) using BWA (0.7.5a-r405). Low quality mapping was removed (MapQ < 15) using SAMtools (0.1.19)[24] and reads mapping to Duke Encode black list regions (http://hgwdev.cse.ucsc.edu/cgi-bin/hgFileUi?db=hg19&g=wgEncodeMapability) were excluded using BEDTools (2.17.0)[25]. Duplicate reads were marked for exclusion using Picard tools (1.106) (http://picard.sourceforge.net/). Read densities were normalized and expressed as reads per kilobase per million reads (RPKM)[26]. One million random non-overlapping regions selected from ENCODE DNase Cluster II peaks (http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeRegDnaseClustered/) were used as a control.

#### Peak Calling

ChIP-seq peaks were identified using T-PIC (Tree shape Peak Identification for ChIP-Seq)[27] and MACS (Model-based analysis of ChIP-Seq)[28] in control mode. Peaks detected by both peak callers were filtered quantitatively using the total count under the peak to include only peaks that were above the 99.99th percentile of random background regions selected from the ENCODE DNASE II cluster (p-value < 0.0001).

#### De-novo Motif Analysis

Sequences flanking each peak summit (±150bp) were repeat-masked using RepeatMasker 4.0.3 (http://www.repeatmasker.org). De-novo motifs were identified using Meme-chip (4.9.1)[29] and matched, using the TomTom module, to known transcription factor motifs in the 2009 JASPAR core database[30].

#### Principal Component Analysis (PCA)

Binding sites for all subunits included in the PCA were merged into one binding set. PCA was performed using Singular Value Decomposition (Prcomp, R 3.1.1 –stats library, http://cran.r-project.org) for both individual binding sites and for the entirety of the ChIP-seq signal for each subunit. Biplots were generated in R.

#### Heat maps

Binding site heat maps were generated using Ngsplot (2.08)[31] with the parameters: FL = 50, MW = 5, RZ = 1, SC = 0–1, MQ = 15.

#### Motif Likelihood

Each HIF-**α** binding region (summit ±150bp) was scanned for the HRE (Jaspar/MA0259.1) and the AP-1 (Jaspar/MA0491.1) binding motifs using position weight matrices (PWMs) retrieved from the 2009 JASPAR Core database[30]. The normalized likelihood ratio (NLR) for each motif was calculated according to Eq 1. The maximum normalized likelihood ratio for each binding region was reported for both the HRE and AP-1 motif as given by Eq 2.

$${NLR}_{j}=\frac{1}{L}\sum_{i=1}^{L}\frac{PWM\left(b,i\right)}{B\left(b\right)},$$ Equation (1)

$$P_{NLR}=\text{max}\left({⋃}_{j=1}^{W-L}\;{NLR}_{j}\right),$$ Equation (2)

Where ***j*** is the position in the peak, ***i*** is the position in the motif, ***L*** is the length of the motif, ***PWM(b*,*i)*** is the PWM value at *i* for the corresponding base *b*, ***B(b)*** is the background weight for the corresponding base calculated over a million random DNAse sites and ***W*** is the peak width.

### Bioinformatic analysis of RNA-seq data

#### Initial Analysis

Adapter sequences were trimmed as above. Reads were then aligned to GRCh37 using Tophat 2.0.8b (http://ccb.jhu.edu/software/tophat/index.shtml) and bowtie 1.0.0 (http://bowtie-bio.sourceforge.net/index.shtml) and non-uniquely mapping fragments excluded using SAMtools (0.1.19)[24]. Total read counts for each UCSC defined gene were extracted using HTSeq (0.5.4p3)[32] with ‘intersection-strict’ mode and significantly regulated genes were identified using DESeq2 (ref. [33]).

#### Gene Set Enrichment Analysis (GSEA)

GSEA enrichment analysis used 10000 permutations, weighted enrichment score and pre-ranking of genes[34]. Both differential expression significance according to DESeq2 and fold-difference between the two conditions were used to rank genes[35] (Eq 3).

$$\pi_{i}=\;\varphi_{i}\left(-{log}_{10}{pv}_{i}\right),$$ Equation 3

Where **φ**_**i**_ is the log2 fold-change and ***pv***_***i***_ is the p-value for gene *i*.

#### The Cancer Genome Atlas (TCGA) GSEA

Clinical and RNA-seq V2 data for Kidney Renal Clear Cell Carcinoma (KIRC) patients (https://tcga-data.nci.nih.gov/tcga/) [6] was collated. Patients with missing clinical data or multiple RNA-seq datasets were excluded. Normalized mRNA counts were used as provided. Patients were divided into two groups using a prognostic score, adding 1 for each of; age over 60, pathologic stage 3 or 4, presence of metastasis, or patient deceased. Good prognosis patients scored 0 or 1 and bad prognosis patients scored 2, 3 or 4. The differential expression of each gene between the patient groups was assessed by the Likelihood Ratio Test for negative binomial fitted models using glm.nb in R (3.1.1). Genes were ranked for GSEA based on combined significance and fold-change as above.

#### Disease Annotation

Binding site enrichment was calculated using -log10 of the binomial test FDR (q-value) by GREAT (Genomic Regions Enrichment of Annotations Tool[36]) 2.0.2. Cancer subtypes with no enrichment in either ChIP-seq dataset were removed.

#### Binding Gene Predictor

Genes within 10-kb of sites with at least 3-fold difference between HIF-1**α** and HIF-2**α** binding were selected to design a gene predictor using Supervised Principle Component Analysis (SPCA)[37,38]. First, HIF-binding genes demonstrating univariate significance (p<0.05) in predicting patient prognosis (Cox proportional hazard model) were selected. For each set of genes (those binding re-introduced HIF-1**α** or overexpressed HIF-2**α**) Singular Value Decomposition (SVD) across all the TCGA patients was used to assign gene weights[37,38]. Each gene predictor was validated using ‘leave-one-out’ cross-validation, employing 414 patients at a time to generate the gene predictor and then predict the survival of each left-out patient. The final significance and hazard ratio of the patient’s risk predictor was assessed similar to univariate analysis.

## Results

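786-O cells are an established line from a clear cell renal carcinoma without functional VHL, so that HIF-2α, the HIF-α subunit they express in full length, accumulates in them without hypoxia. Chromatin from each cell pool was immunoprecipitated with antisera to HIF-2α and HIF-1β, and that of the cells infected with the HIF-1α virus also with an antiserum to HIF-1α. Each antiserum gave 1 library per pool, and the authors deposited a list of peaks for each of these 7 libraries. They are called below by their cells: control cells for the empty vector, HIF-1α re-expressing cells and HIF-2α overexpressing cells. By the methods, the authors trimmed the reads, aligned them to GRCh37 with BWA, removed reads of low mapping quality, blacklisted regions and duplicates, and kept the peaks that both T-PIC and MACS called against a control and that held more reads than random DNase hypersensitive regions. Every peak in the lists is a window of 2500 bp, given by chromosome, start and end, without a score, a summit or a read count. The ChIP-seq signal, which the paper also compares, and the depth of the libraries are therefore not known from the lists, and the midpoint of a window stood for its summit. All 29309 peaks lay within the chromosomes of GRCh37. A site was counted as shared when its peak had at least 1 base in common with a peak of another list. With 1 library per condition no p-value can be given, and the 95% intervals (Wilson) beside the shares cover counting error alone, not the variation between libraries. As a background, the peaks of the other list were moved along their chromosomes 100 times by a random distance of 50 kb to 5 Mb, and the share was counted again.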

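Gene expression in the same 3 cell pools was measured by RNA-seq with 3 libraries per pool, numbered 1 to 3, from RNA selected for polyadenylation. The authors aligned the reads to GRCh37 with Tophat and bowtie, kept uniquely mapping fragments, counted them on the UCSC genes with HTSeq in intersection-strict mode, and deposited the raw counts of 23441 gene symbols. Control libraries held between 34739270 and 38999986 counts with a median of 38392192. HIF-1α re-expressing libraries held between 39508943 and 54287621 with a median of 39884499, and HIF-2α overexpressing libraries between 27852754 and 42239869 with a median of 40062927. The counts were scaled with edgeR's TMM factors and fitted with edgeR's quasi-likelihood test over all 9 libraries, with the cell pool as the only term. The 14225 genes that passed edgeR's filter on low counts were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The methods name DESeq2 for this step, which was run as an alternative. A second fit added the replicate number as a block, because libraries with the same number deviated from the mean of their pool in the same direction. Values from that fit are given beside the others where they change a call.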

Firstly, to define the HIF isoform specific activities that are associated with contrasting effects on growth in CCRC-derived VHL-defective 786–0 cells, pools of cells were infected with viruses expressing empty vector (VA), wild-type HIF-1**α**, or wild-type HIF-2**α**, and pan-genomic patterns of HIF-binding and gene expression were analyzed by ChIP-seq and RNA-seq. 

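Library-size scaled counts (CPM) of HIF1A, the gene of HIF-1α, were 171.5, 1682 and 472.6 in replicates 1, 2 and 3 of the HIF-1α re-expressing cells, against 30.4, 36.7 and 151.6 in the control cells and 15.3, 30.4 and 17.5 in the HIF-2α overexpressing cells. Counts from the viral cDNA and from the endogenous gene, whose transcripts are truncated in these cells, cannot be separated in a count per gene, and the count of control replicate 3 lay above those of the other control libraries. The log2 fold change of HIF1A after re-expression was 3.41 (standard error 0.87, adjusted p = 0.149 from edgeR's quasi-likelihood test), and 3.12 with the replicate block (standard error 0.71, adjusted p = 0.0418 from edgeR). Adjusted p-values of HIF1A ranged from 0.00358 to 0.347 over the alternative fits with DESeq2 or edgeR. CPM of EPAS1, the gene of HIF-2α, were 945.9, 3244 and 879.8 in the overexpressing cells and 455.9, 224.2 and 162.1 in the control cells. Its log2 fold change was 2.59 (standard error 0.57, adjusted p = 0.490 from edgeR), and its adjusted p ranged from 6.28e-07 to 1.00 over the alternative fits. Within replicates 1, 2 and 3, EPAS1 was 2.08, 14.5 and 5.43 times its level in the control cells, a mean ratio of 7.32 ± 6.41 (SD, n = 3 pairs). In the HIF-1α re-expressing cells EPAS1 had 575.3, 627.1 and 397.1 CPM. It was higher than in the control cells in all 3 pairs, by a mean ratio of 2.17 ± 0.805 (SD). Its log2 fold change after re-expression was 0.93 (standard error 0.54, adjusted p = 0.365 from edgeR). To set HIF1A against endogenous EPAS1, CPM were divided by the exonic length, 5.15 kb for HIF1A and 7.29 kb for EPAS1. These lengths take in all annotated exons. A viral cDNA shorter than that would make the level per kb of its transcript too low. On this scale HIF1A of the re-expressing cells was 0.532, 10.6 and 4.13 times EPAS1 of the control cells, a mean of 5.09 ± 5.11 (SD, n = 3 pairs). EPAS1 of the overexpressing cells was 3.897, 1.36 and 1.31 times HIF1A of the re-expressing cells per kb, a mean of 2.19 ± 1.48 (SD, n = 3 pairs).

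**Figure D1:**
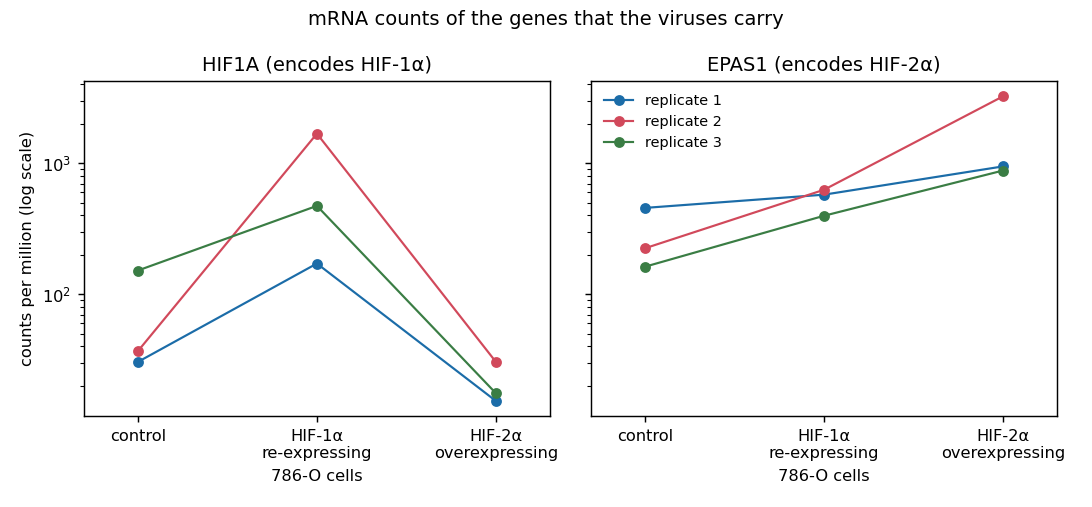
CPM (log axis) of HIF1A and EPAS1 in each RNA-seq library, with lines joining libraries of the same replicate number. HIF1A in the HIF-1α re-expressing cells spans 171.5 to 1682 CPM, and EPAS1 in the HIF-2α overexpressing cells spans 879.8 to 3244 CPM.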

HIF-1**α** and HIF-2**α** infections achieved roughly equal mRNA levels that were approximately 10-fold higher than the endogenous HIF-2**α** mRNA level (S1A Fig). Similarly, HIF-2**α** protein levels were approximately 8-fold higher in the HIF-2**α** infected cells than in the control cells, whilst HIF-1**α** protein levels were 15-20-times higher in HIF-1**α** infected cells than in another CCRC cell line (RCC4), which expresses full-length HIF-1**α** (S1B Fig). 

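The deposited list for HIF-2α in control cells held 1719 peaks and that for HIF-1β in the same cells 6572. The midpoints of the HIF-2α peaks lay at a median of 5.96 kb from the nearest of 221300 annotated transcription start sites on GRCh37. Of the HIF-1β peaks, 22.8% shared a base with a HIF-2α peak of the control cells.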

In control cells, a total of 1719 peaks binding endogenous HIF-2**α** were identified. As anticipated, these sites show a high level of concordance with HIF-1**β** signal, consistent with binding of a HIF-2**α**/1**β** heterodimer (S2 Fig).

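Of the HIF-2α sites of the control cells, 1483 (86.3%, interval 84.6% to 87.8%) had a HIF-1β peak in the same cells, and 236 had none. After random moves of the HIF-1β peaks the share was 1.84% on average and at most 3.37%. The alternative that moved this share the most was a midpoint distance of at most 250 bp in place of a shared base, chosen after the data were seen, under which 37.8% of the HIF-2α sites counted as shared. From the signal at these sites, the paper regards HIF-2α as possibly bound there in a heterodimer with HIF-1β.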

Our RNA-seq analysis confirmed previous findings[15] that, whilst 786–0 cells do not express wild-type HIF-1**α**, they do express several truncated and/or fusion transcripts encompassing HIF-1**α** exons 1–9, but not more distal sequences (S3 Fig), and are predicted to be incapable of encoding a transcriptionally active HIF-1**α**. Re-expression of full-length wild-type HIF-1**α** in 786–0 cells has a negative effect on growth as tumor xenografts in mice. We therefore began by examining pan-genomic patterns of DNA binding for HIF-1**α**, HIF-1**β** and HIF-2**α** in such cells, and compared these with control 786–0 cells.

### Re-expression of HIF-1α does not antagonize HIF-2α binding

Since HIF-1**α** and HIF-2**α** both dimerize with HIF-1**β**, and recognize a similar consensus DNA sequence, but have opposing effects in tumor xenograft growth in 786–0, we first considered the possibility that re-expressed HIF-1**α** might antagonize HIF-2**α** DNA-binding, either through direct competition for binding sites or through competition for HIF-1**β**. Somewhat surprisingly, genome-wide analysis revealed that HIF-2**α** binding was little affected by re-expression of HIF-1**α** (Fig 1A, compare i and iii). 

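At the level of called peaks, 1350 HIF-2α sites were listed in the HIF-1α re-expressing cells. Of the HIF-2α sites of the control cells, 821 (47.8%, interval 45.4% to 50.1%) were called again after re-expression of HIF-1α and 898 were not. The share after random moves was 0.406% on average and at most 1.22%. In the other direction, 60.7% of the HIF-2α sites of the re-expressing cells (interval 58.0% to 63.2%) were HIF-2α sites of the control cells. A peak that is not called again can have a signal just under the threshold, and the lists hold no signal by which this could be tested.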

Consistent with this, principal component analysis (PCA) of HIF-2**α** binding in HIF-1**α** re-expressing cells demonstrated strong co-variance with HIF-2**α** binding in control cells (Fig 1B, compare vectors HIF-2**α**(VA) and HIF-2**α**(1**α**RE)). These analyses suggest that HIF-2**α** binding is largely unaffected by HIF-1**α** re-expression. To test this more quantitatively, we compared the relative strength of HIF-2 binding signals in HIF-1**α** re-expressing, versus control cells, across the 1719 endogenous HIF-2**α** binding sites identified in the control cells. This analysis revealed a tight correlation centered on equity of binding in the two cell lines, for both HIF-2**α** binding and for HIF-1**β** binding (S4 Fig). Thus, under these conditions, HIF-1**α** re-expression does not appear to globally antagonize HIF-2**α** by disrupting HIF-2**α** binding, either through direct competition for binding sites, or by competing HIF-1**β** away from HIF-2**α**.

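The HIF-2α list of the re-expressing cells overlapped most with the lists of the other cells that hold more peaks. Of its sites, 86.4% (interval 84.4% to 88.1%) had a HIF-1β peak in the control cells and 81.7% (interval 79.6% to 83.7%) a HIF-2α peak in the overexpressing cells, against 46.9% with a HIF-1α peak and 45.3% (interval 42.7% to 48.0%) with a HIF-1β peak of the re-expressing cells themselves. The principal components of the signal over the sites cannot be computed from positions alone.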

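In called peaks, HIF-1β was found in the re-expressing cells at 698 of the HIF-2α sites of the control cells (40.6%, interval 38.3% to 42.9%). Of all HIF-1β peaks of the control cells, 37.7% (interval 36.5% to 38.9%) were called again in the re-expressing cells. The strength of binding in S4 Fig is a ratio of signals, and neither value measures it.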

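Whether sites were lost to HIF-1α was examined by the share with a HIF-1α peak. Of the HIF-2α sites that were called again after re-expression, 54.6% (interval 51.2% to 57.9%) also had a HIF-1α peak. Of those not called again, 33.3% (interval 30.3% to 36.4%) had one. HIF-1β peaks of the re-expressing cells were present at 56.8% of the sites called again and at 25.8% of the sites not called again. HIF-2α peaks of the overexpressing cells were present at 96.6% and at 76.0% of these sites. The intervals of each pair of shares are apart. Sites called again held more peaks of each of these lists, so the lower HIF-1α share does not decide whether sites were lost to HIF-1α. From the strength of HIF-2α and HIF-1β binding at the endogenous sites, the paper concludes that under these conditions HIF-1α does not appear to disrupt HIF-2α binding globally, by competition for either the sites or HIF-1β.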

**Fig 1:**
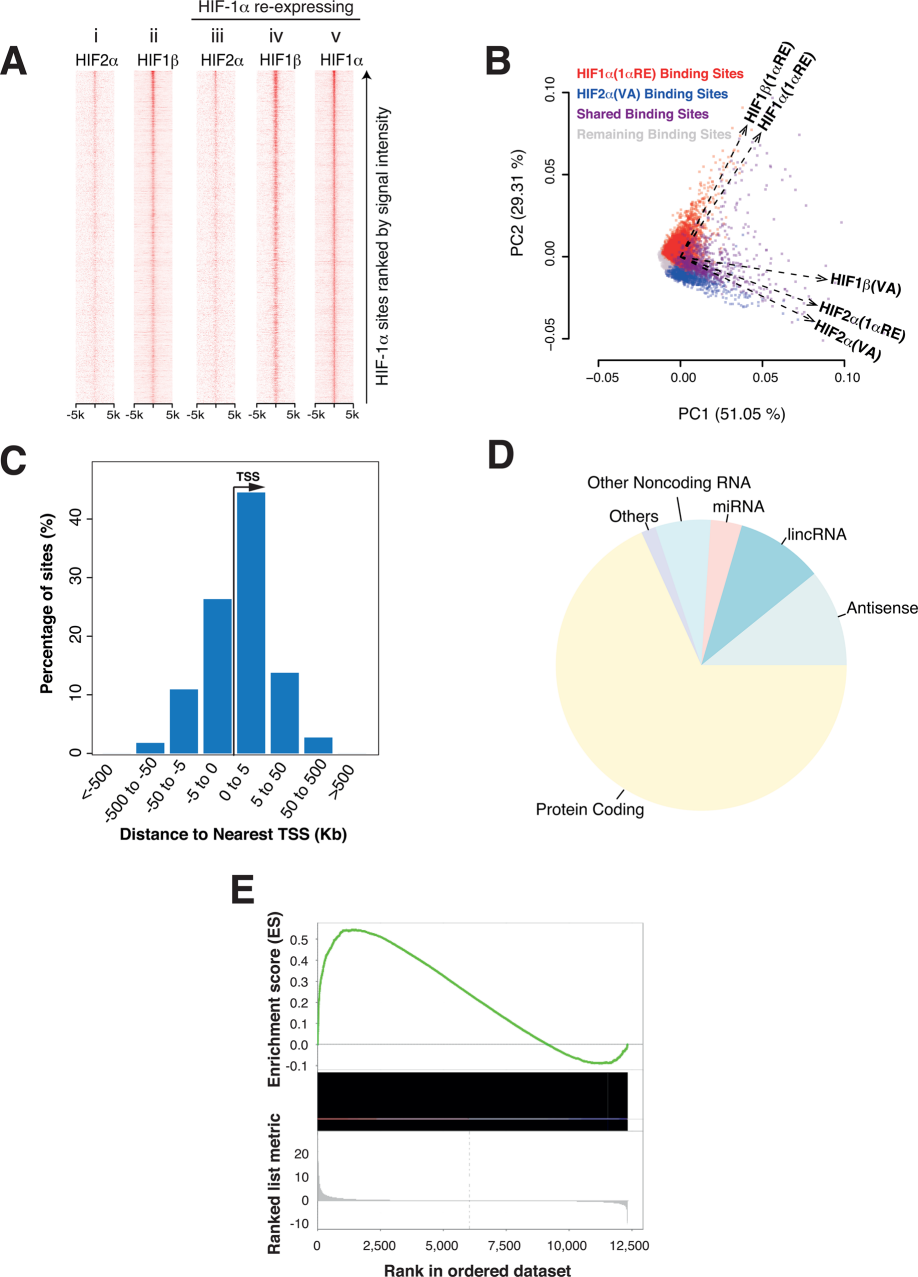
HIF-1α re-expression in 786-O cells. (A) HIF-1**α** binding sites in the HIF-1**α** re-expressing cells were identified by peak calling and ranked on the vertical axis according to signal intensity. Heat maps of these sites (±5kb on horizontal axis) showing ChIP-seq read density for the indicated HIF subunits were generated for both the control cells (i, ii) and the HIF-1**α** re-expressing cells with HIF-1**α** re-introduced (iii-v). The pattern of HIF-2**α** binding is minimally affected by the re-expression of full-length HIF-1**α** (compare i and iii). Sites binding re-expressed HIF-1**α** are largely co-occupied by HIF-1**β** (compare iv and v). (B) Biplot showing Principal Component Analysis (PCA) of ChIP-seq signal intensity (RPKM values) for both individual binding sites (dots) and HIF-subunits (vectors) across all HIF-binding sites identified in control cells and in HIF-1**α** re-expressing cells. Sites binding endogenous HIF-2**α** in control cells are shown in blue while sites binding re-expressed HIF-1**α** are shown in red, sites binding both are colored purple and the remaining sites are shown in grey. PCA for each subunit shows high co-variance between HIF-2**α** binding in the control cells and in the HIF-1**α** re-expressing cells (compare HIF2**α**(VA) and (HIF2**α**(1**α**RE)). This indicates only minimal change in the HIF-2**α** binding as a consequence of the HIF-1**α** re-expression. Conversely, the HIF-1**β** vector changes dramatically with HIF-1**α** re-expression (compare HIF1**β**(VA) with HIF1**β**(1**α**RE)) and aligns closely with the vector for re-expressed HIF-1**α** (HIF1**α**(1**α**RE)). The individual binding sites in the control and HIF-1**α** re-expressing cells (blue and red dots) aligned closely with their respective PCA vectors. (C) Histogram of the distance to nearest transcription start site (TSS) for HIF-1**α** binding sites in cells re-expressing HIF-1**α**. (D) HIF-1**α** binding sites in the re-expressing cells were categorized according to the class (Ensemble) of the nearest gene. The relative frequency of each class is show by pie chart. (E) Gene set enrichment analysis (GSEA) for the set of genes nearest to HIF-1**α** binding sites when genes are ranked according to fold-change and significance in mRNA expression following re-expression of HIF-1**α** (horizontal axis).

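Among the HIF-1α sites of the re-expressing cells, those near a transcription start site had a HIF-1β peak more often. Sites with a HIF-1β peak of the same cells lay within 5 kb of a start site in 91.5% of cases, and sites without one in 74.9%.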

### Extensive binding of re-expressed HIF-1α at new functional sites

In contrast to limited effects on existing HIF-2 binding, re-expression of HIF-1**α** led to extensive new binding across the genome, with specific HIF-1**α** signal identified at 5147 sites. 

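Of the 5147 HIF-1α sites, 743 (14.4%, interval 13.5% to 15.4%) had a HIF-2α peak in the control cells and 1637 (31.8%, interval 30.6% to 33.1%) had one in the overexpressing cells. A HIF-1β peak was already present in the control cells at 2960 of the HIF-1α sites (57.5%, interval 56.2% to 58.9%), where random moves of the list gave at most 3.54%.

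**Figure D2:**
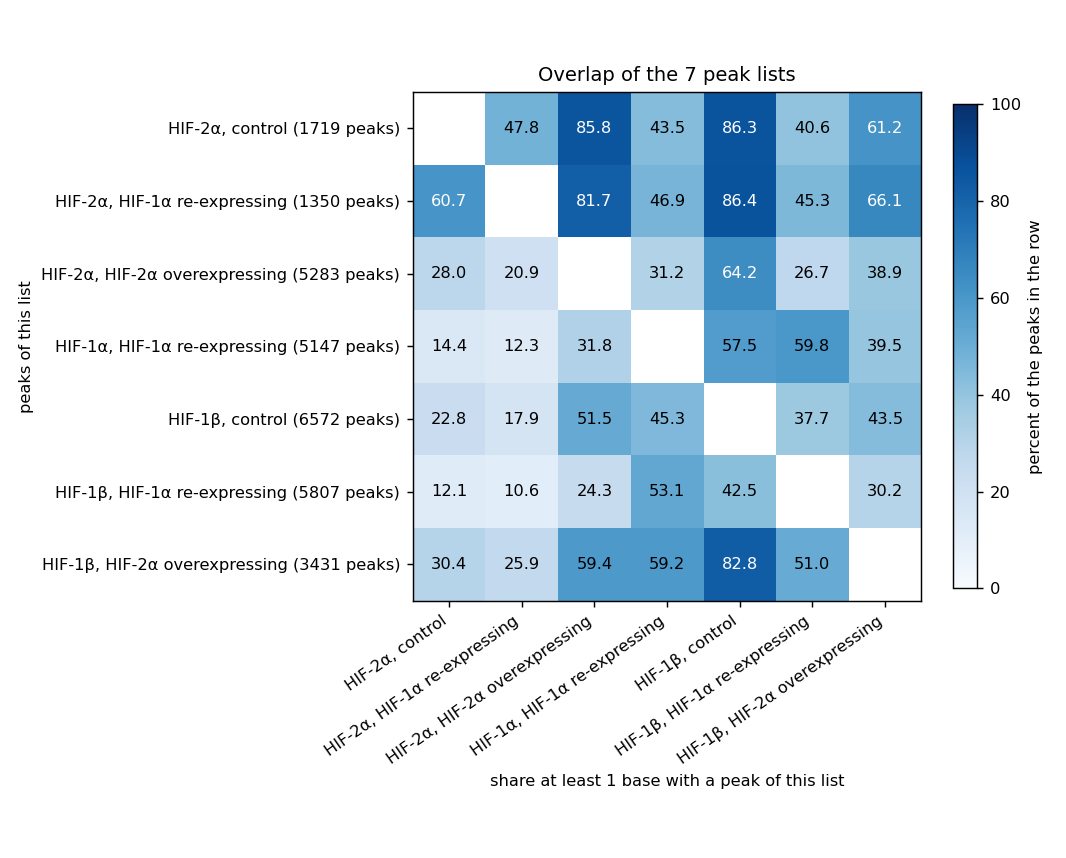
Percent of the peaks of each list (row) that share at least 1 base with a peak of another list (column), for the 7 deposited lists. In the row of HIF-1α sites, the share is 57.5% for HIF-1β of the control cells and 14.4% for endogenous HIF-2α.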

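In the HIF-1α re-expressing cells, 5807 HIF-1β peaks were listed. A HIF-1β peak of these cells was present at 3080 of the HIF-1α sites (59.8%, interval 58.5% to 61.2%), and a HIF-1α peak at 53.1% of the HIF-1β sites. With at least 50% of the shorter peak required to overlap, the share of HIF-1α sites was 57.4%.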

Marked correlation was observed between HIF-1**α** and HIF-1**β** binding in these HIF-1**α** re-expressing cells (Fig 1A, compare iv and v). In keeping with this, the PCA confirmed strong covariance between HIF-1**α** and HIF-1**β** in HIF-1**α** re-expressing cells indicating that these sites are largely distinct from those binding endogenous HIF-2**α** (Fig 1B, compare vectors HIF-1**α**(1**α**RE) and HIF-1**β**(1**α**RE) and contrast with HIF-2**α**(VA) and HIF-1**β**(VA)). 

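Of the HIF-1β sites of the re-expressing cells, 42.5% had a HIF-1β peak in the control cells, and 61.4% (interval 60.2% to 62.7%) had a HIF-α peak in at least 1 of the cell pools.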

Taken together, these findings indicate that following its re-expression HIF-1**α** binds to a large number of sites distinct from endogenous HIF-2**α** sites, most likely as a HIF-1**α**/HIF-1**β** heterodimer. Furthermore, total HIF-1**β** chromatin immunoprecipitation signal (number of reads mapping to peak regions) increased approximately 2–3 fold following re-expression of HIF-1**α** (also see S5 Fig). This suggests that HIF-1**β** protein abundance is not limiting for endogenous HIF binding in VHL-defective 786–0 cells, and that additional HIF-1**β** can be recruited to DNA binding sites following increased expression of a dimerization partner.

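The HIF-1α sites were also divided by whether HIF-1β was called there in the control cells. Where it was, 62.4% had a HIF-1β peak in the re-expressing cells, and where it was not, 56.3%. Endogenous HIF-2α was called at 716 of the 2960 HIF-1α sites with HIF-1β in the control cells (24.2%, interval 22.7% to 25.8%). From the covariance of HIF-1α and HIF-1β and its contrast with endogenous HIF-2α (Fig 1B), the paper concludes that re-expressed HIF-1α binds a large number of sites apart from those of HIF-2α, most likely together with HIF-1β.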

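The number of HIF-1β peaks was lower in the re-expressing cells than in the control cells, 5807 against 6572. The number of peaks and the number of reads in peaks are different measures, and the reads are not in the lists.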

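The midpoints of 4365 of the HIF-1α sites lay within 5 kb of an annotated transcription start site (84.8%, interval 83.8% to 85.8%), at a median distance of 0.221 kb. Midpoints moved at random gave 34.5% on average and at most 48.0%. By distance, 38.9% of the sites lay in the 5 kb upstream of the nearest start site and 45.9% in the 5 kb downstream, while 6.96% lay from 5 to 50 kb upstream and 7.40% from 5 to 50 kb downstream. All start sites of 64449 annotated genes (GENCODE) were used. With start sites of protein-coding genes alone, 76.3% of the sites lay within 5 kb.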

Analysis of the HIF-1**α** binding indicated that its pan-genomic distribution was strikingly non-random, being strongly enriched close to particular classes of gene promoter (Fig 1C and 1D) and closely resembling HIF-1**α**-specific patterns of binding in other cell types[10,20,22,39]. 

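The gene with the start site nearest to the midpoint was of the protein-coding class for 3890 of the HIF-1α sites (75.6%, interval 74.4% to 76.7%). A lncRNA gene, the class in which the annotation also places antisense RNAs, was nearest for 18.4%, a pseudogene for 2.47%, a small RNA gene for 2.62% and a gene of another class for 0.952%. With 1 start site per gene, its 5′ end, in place of every annotated start, the share of protein-coding genes was 62.3%.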

Annotation of the HIF-1**α** ‘nearest-neighbor’ promoters, according to transcript class, revealed that 68% are associated with protein-coding genes, with the remainder largely associated with long non-coding RNAs (lncRNAs) and antisense RNAs (Fig 1D); proportions that are similar to those reported for HIF-1**α** in MCF7 breast cancer cells[39].

We next sought to define the functional effects of this new HIF-1**α** binding on gene expression. 

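The libraries separated by replicate number as well as by cells. The largest principal component of the log CPM values held 34.8% of the variance, of which 44.3% lay between the cell pools and 50.4% between the replicate numbers. The component after it held 23.1%, of which 47.2% and 44.8% lay between pools and between numbers. The common dispersion of the edgeR fit was 0.141, a biological coefficient of variation of 37.6%, and it was 0.0604 (24.6%) with the replicate block. Within the pools, the chi-square per degree of freedom between replicate libraries was 164 to 423, so that the libraries varied far more than counting error.

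**Figure D3:**
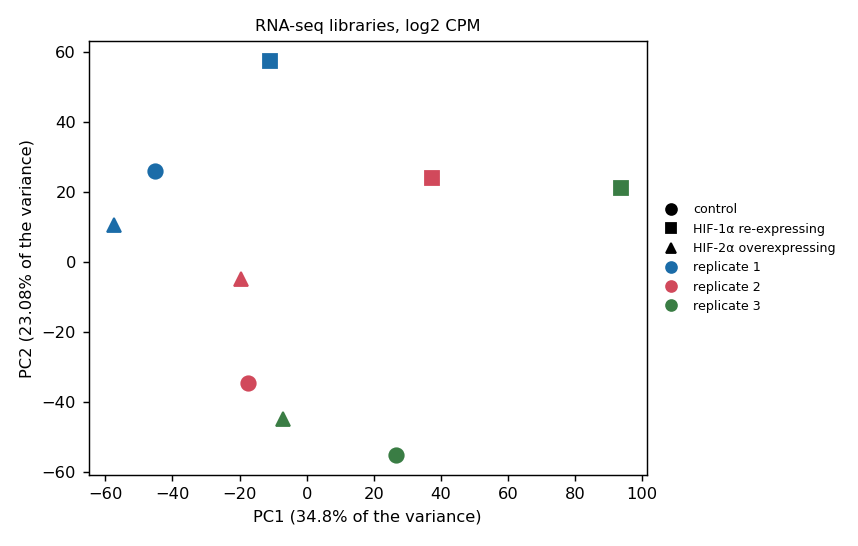
The 9 RNA-seq libraries on their largest principal components of log CPM (PC1, 34.8% of the variance, and PC2, 23.1%), with the marker shape by cells and the colour by replicate number. Neither axis separates the cell pools completely.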

Pan-genomic gene expression was profiled in control and HIF-1**α** re-expressing cells by RNA-seq. 

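Each of the 14225 tested genes received the log2 fold change times the negative log10 p of the edgeR fit as its rank, as in Eq 3 of the methods. HIF1A, whose counts include those from the virus, was at rank 41 and carried 0.382% of the weight of the genes nearest HIF-1α sites. The median log2 fold change of all tested genes after re-expression of HIF-1α was 0.04.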

Genes were ranked according to a combination of fold-change in transcript level following re-expression of HIF-1**α** and the significance of this change[35]. 

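The 5147 HIF-1α sites had 4622 different nearest genes, of which 3404 were tested for expression. Their enrichment score was 0.452, with 624 genes in the leading edge, at a permutation p of 0.0021 (10000 permutations of the genes, weighted score). The p counts only permuted scores with the sign of the observed one. The smallest p these permutations can give is 0.0001. The p of the enrichment depended on single libraries. Without replicate 2 of the re-expressing cells the score was 0.347 (permutation p of 0.96), without replicate 1 of the control cells it was 0.409 (permutation p of 0.075), and without replicate 3 of the control cells it was 0.483 (permutation p of 0.33). An unweighted score gave 0.022 (permutation p of 0.17). Genes are not independent replicates, and a test that permutes genes leaves out the variation between libraries. The limma function fry, which takes it into account, gave p = 0.1 for the same genes by rotation in place of permutation. It asks whether the genes of the set change, not whether they change more than other genes, and uses no weighted score. Against random gene lists matched on mean expression, whose score was 0.281 on average (0.251 to 0.313), the score was higher than all of 10000 lists. The median log2 fold change was 0.04 for the genes of the set and 0.03 for the other tested genes, and 52.7% and 52.3% of them were higher.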

Using this ranking, gene set enrichment analysis (GSEA)[34] of the nearest gene to each HIF-1**α** binding site demonstrated a highly significant (p<0.001) association between HIF-1**α** binding and positive, but not negative, regulation of these transcripts (Fig 1E). This is consistent with previous findings that HIF acts predominantly as a transcriptional activator[10,19]. It also indicates that the new HIF-1**α** binding is functional, and has direct and largely positive effects on expression across large numbers of genes.

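No gene passed the threshold after re-expression of HIF-1α in the fit without the replicate block, where the smallest adjusted p was 0.149 (edgeR), while 1586 genes were higher and 1171 lower at an unadjusted p under 0.05. With the replicate block, 769 genes were higher and 363 lower at an adjusted p under 0.05. With DESeq2, 490 were higher and 269 lower. Genes with a HIF-1α site within 10 kb of a start site made up 34.6% of the tested genes (4756 of 13746 placed on the annotation, interval 33.8% to 35.4%). Among the genes higher with the replicate block the share was 41.9% (312 of 745, interval 38.4% to 45.5%), and it was 30.9% on average in random lists matched on expression. Among the lower genes it was 33.6% (121 of 360, interval 28.9% to 38.6%) against 40.6% in matched lists. Under the same rule by which genes are named for the other fit, the fit with the replicate block gave ISM2, L1CAM, MAP3K15, IGFBP5 and NIM1 as the genes with the largest rise. ISM2 rose by 6.95 on the log2 scale, L1CAM by 4.61, MAP3K15 by 4.29, IGFBP5 by 3.96 and NIM1 by 3.88, each in all 3 pairs. A HIF-1α peak lay 0.172 kb from the start site of NIM1 (chromosome 5, 43191295 to 43193794 on GRCh37) and 25.1 kb from that of ISM2, and none within 50 kb of the others. ID3 fell by 2.26, BCYRN1 by 1.82 and AP1M2 by 1.74. A HIF-1α peak lay 0.21 kb from a start site of AP1M2 and 4.36 kb from that of ID3, and none within 50 kb of BCYRN1. The 16 glycolytic enzyme genes had a median log2 fold change of 0.21, from -0.49 to 2.25, in the fit without the block (9 higher, 4 at an unadjusted p under 0.05) and of 0.11, from -0.56 to 1.285, with the replicate block (8 higher, 3 at an unadjusted p under 0.05). In neither fit did any of them pass the threshold over all tested genes or adjusted over the list alone. From the enrichment of genes nearest its sites, the paper concludes that the new HIF-1α binding is functional and acts directly and mostly positively on expression.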

In contrast, we observed few effects of HIF-1**α** re-expression on transcript levels of (nearest neighbor) HIF-2**α** binding genes. 

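Genes with an endogenous HIF-2α site within 10 kb made up 6.17% of those higher after re-expression of HIF-1α in the fit with the replicate block (46 of 745, interval 4.66% to 8.14%), 7.22% of those lower (26 of 360, interval 4.98% to 10.4%) and 5.22% of the others (660 of 12641). The intervals of the higher and the lower genes include the share of the others.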

GSEA demonstrated a positive, but non-significant (p = 0.15) effect of HIF-1**α** re-expression on the expression of HIF-2**α** binding genes (S6 Fig), presumably as a direct effect of HIF-1**α** binding to some of these sites (Fig 3C). 

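The endogenous HIF-2α sites had 1417 different nearest genes, of which 685 were tested. After re-expression of HIF-1α their enrichment score was 0.450, with a permutation p of 0.14. Library and setting moved the p across the threshold. Without replicate 1 of the re-expressing cells it was 0.026 (permutation), with the nearest protein-coding gene in place of any gene 0.015 (permutation), with an unweighted score 0.00059 (permutation), and with lists matched on expression 0.0001, the smallest value that 10000 lists can give. With the replicate block the score was 0.414 (permutation p of 0.41).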

Importantly, there was no evidence of large-scale down-regulation of HIF-2**α** binding genes (i.e. no enrichment of HIF-2**α** binding genes amongst the downregulated genes) as a consequence of HIF-1**α** re-expression in 786-O cells. This confirms the finding that re-expressed HIF-1**α** does not significantly antagonize HIF-2**α** activity across the genome.

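The median log2 fold change of the genes nearest endogenous HIF-2α sites after re-expression of HIF-1α was 0.16, against 0.03 for the other tested genes, and 59.0% of them were higher, against 52.1%. The enrichment score was positive in every alternative that was run, between 0.075 and 0.496. Random gene lists matched on mean expression also had positive weighted scores in the fit without the block, 0.324 on average (0.257 to 0.399). The sign of the weighted score alone therefore does not show the direction of change.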

### Overexpression of HIF-2α further activates its endogenous targets

Since overexpression of HIF-2**α** in 786-O cells has the opposite effect on tumor xenograft growth to re-expression of wild-type HIF-1**α**[11], we next examined the effect of increasing HIF-2**α** levels on HIF binding and gene expression. We first sought to distinguish whether binding of HIF-2**α** in VHL defective 786-O cells is saturated or whether overexpression of HIF-2**α** would increase binding at sites that are already occupied in control cells. To test this, we correlated the strength of HIF-2**α** binding signals in cells overexpressing transfected HIF-2**α** with that in the control cells. This revealed an increase in both HIF-2**α** signals and HIF-1**β** signals at the majority of endogenous HIF-2**α** binding sites following HIF-2**α** overexpression (S7 Fig) indicating that endogenous levels of HIF-2**α** in 786–0 cells are not sufficient to fully load these HIF-2**α** binding sites.

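At the level of called peaks, 1475 of the endogenous HIF-2α sites (85.8%, interval 84.1% to 87.4%) had a HIF-2α peak in the overexpressing cells, and 61.2% (interval 58.9% to 63.5%) had a HIF-1β peak there. The share of these sites with a HIF-1β peak was thus lower in the overexpressing than in the control cells, in peaks called with one threshold per library. The increase in signal at sites called in both cells (S7 Fig) cannot be read from the lists.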

### Extensive non-canonical binding of overexpressed HIF-2α

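The deposited list of HIF-2α peaks in the overexpressing cells held 5283 windows of GRCh37, about the same number as the list of HIF-1α peaks, and that of HIF-1β peaks in the same cells held 3431.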

Remarkably however, pan-genomic analysis revealed a total of 5283 discrete HIF-2**α** binding sites in the 786–0 cells overexpressing HIF-2**α**. These sites include many of those occupied by endogenous HIF-2**α**. In contrast to the findings following re-expression of HIF-1**α**, heat map analysis of HIF-2**α** and HIF-1**β** binding indicated that many of these sites are occupied solely by HIF-2**α**, without HIF-1**β** (Fig 2A, compare iii and iv). 

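A HIF-2α peak of the control cells was present at 1478 of the HIF-2α sites of the overexpressing cells (28.0%), and 3805 sites (72.0%) were new. The same cells' HIF-1β was called at 67.6% of the former and at 27.7% (interval 26.3% to 29.2%) of the new sites.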

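In the overexpressing cells, 2054 of the HIF-2α sites (38.9%, interval 37.6% to 40.2%) had a HIF-1β peak and 3229 had none. HIF-1β of the control cells was called at 3391 of all these HIF-2α sites (64.2%, interval 62.9% to 65.5%). Of the 3229 sites without HIF-1β in the overexpressing cells, 1460 had a HIF-1β peak in the control cells (45.2%, interval 43.5% to 46.9%), where random moves gave at most 3.72%. No HIF-1β peak was called in any of the 3 cell pools at 1634 of the sites. The paper concludes from the heat map that many of the sites are occupied by HIF-2α alone.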

Concordant with this, PCA analysis revealed that transfected HIF-2**α** and HIF-1**β** binding co-vary less extensively in cells overexpressing transfected HIF-2**α** than in the control cells (Fig 2B).

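Of the HIF-1β sites of the overexpressing cells, 82.8% had a HIF-1β peak in the control cells. A HIF-α peak of at least 1 of the cell pools was present at 84.1% of them (interval 82.8% to 85.3%) and at 77.0% of the HIF-1β sites of the control cells (interval 76.0% to 78.0%).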

**Fig 2:**
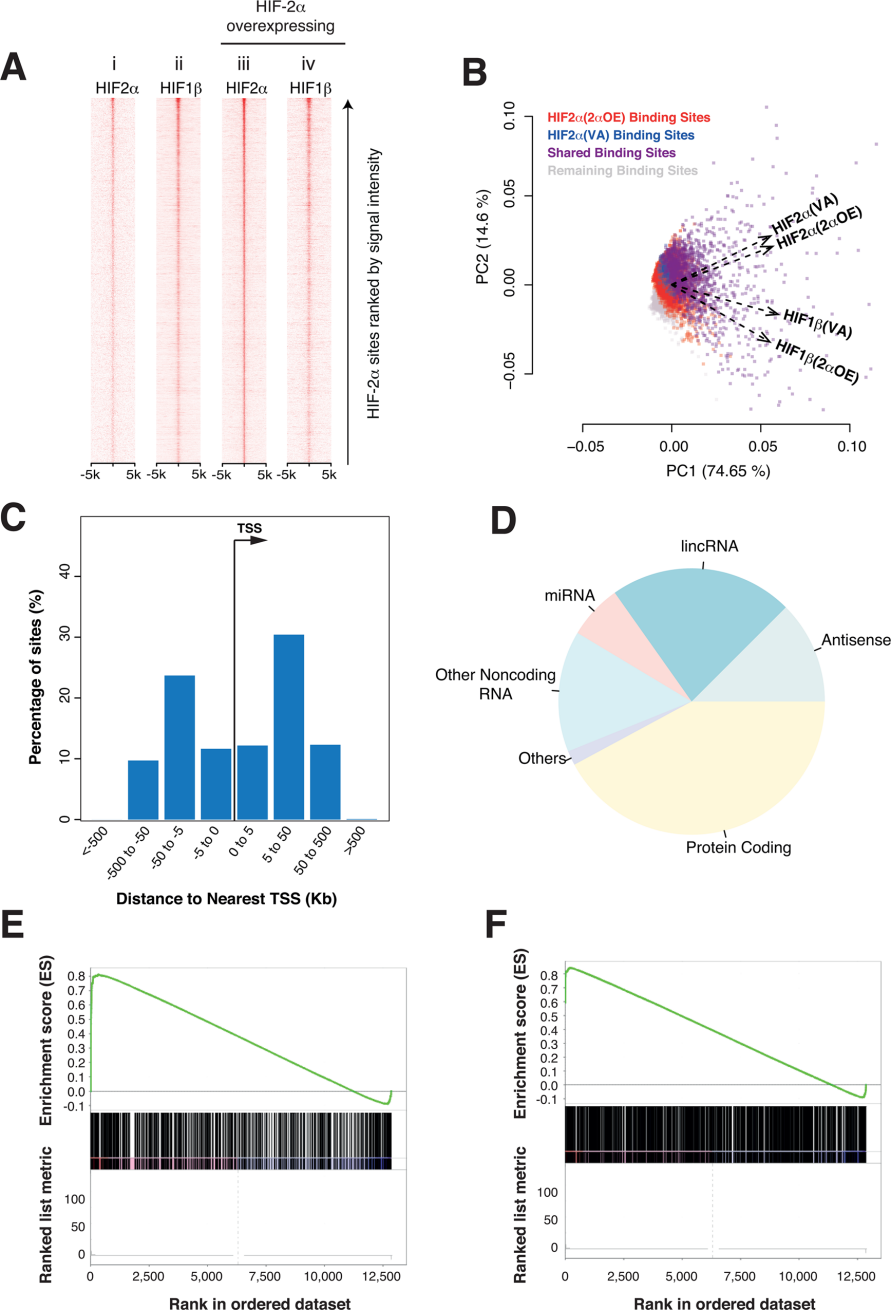
HIF-2α overexpression in 786-O cells. (A) HIF-2**α** binding sites in the HIF-2**α** overexpressing cells were identified by peak calling and ranked on the vertical axis according to signal intensity. Heat maps of these sites (±5kb on horizontal axis) showing ChIP-seq read density for the indicated HIF subunits were generated for both the control cells (i, ii) and the cells with HIF-2**α** overexpressed (iii, iv). In contrast to re-expressed HIF-1**α**, overexpressed HIF-2**α** binds to a large number of sites (compare i and iii), without HIF-1**β** (compare iii and iv) and has little effect on the distribution of HIF-1**β** (compare ii and iv). (B) Biplot showing Principal Component Analysis (PCA) of ChIP-seq signal intensity (RPKM values) for both individual binding sites (dots) and HIF-subunits (vectors) across all HIF-binding sites identified in control cells and in HIF-2**α** overexpressing cells. Sites binding endogenous HIF-2**α** in control cells are shown in blue while sites binding re-expressed HIF-1**α** are shown in red, sites binding both are colored purple and the remaining sites are colored grey. PCA for HIF subunits shows that HIF-2**α** and HIF-1**β** co-vary more closely in the control cells (compare HIF2**α**(VA) and HIF1**β**(VA)) than in the overexpressing cells (compare HIF2**α**(2**α**OE) and HIF1**β**(2**α**OE)). (C) Histogram of the distance to nearest transcription start site (TSS) for HIF-2**α** binding sites in cells overexpressing HIF-2**α**. (D) HIF-2**α** binding sites in the HIF-2**α** overexpressing cells were categorized according to the class (Ensemble) of the nearest gene. The relative frequency of each class is shown by pie chart. Gene set enrichment analysis (GSEA) for the set of genes nearest to (E) HIF-2**α** binding sites in the control cells and (F) newly identified HIF-2**α** binding sites in the overexpressing cells, when genes are ranked according to fold-change and significance in mRNA expression following overexpression of HIF-2**α** (horizontal axis).

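The number of HIF-1β peaks fell from 6572 in the control cells to 3431 in the overexpressing cells, and 43.5% (interval 42.3% to 44.7%) of the HIF-1β sites of the control cells were called again. Without a score or a depth the lists do not show whether the lower number comes from weaker binding or from fewer reads.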

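The midpoints of 2452 of the HIF-2α sites of the overexpressing cells lay within 5 kb of a transcription start site (46.4%, interval 45.1% to 47.8%), at a median distance of 6.04 kb. Midpoints moved at random gave 29.8% on average and at most 36.3%. With start sites of protein-coding genes alone the share was 32.4%.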

As with HIF-1**α** binding in re-expressing cells, the distribution of transfected HIF-2**α** binding sites was strikingly non-uniform across the genome (Fig 2C and 2D). Interestingly, despite the large increase in number of sites they conformed to a pattern similar to that observed for endogenous HIF-2**α** in both these (S8 Fig) and non-CCRC (MCF7) cells[10,39], but distinct from that for HIF-1**α**. In contrast with HIF-1**α**, the distribution was more promoter-distal (Fig 2C). Furthermore, as with the endogenous HIF-2**α** binding patterns, annotation of ‘nearest neighbor’ genes revealed that a substantially greater proportion were at non-coding gene loci, than was observed for re-introduced or endogenous HIF-1**α** (Fig 2D). These differences between HIF-**α** isoforms, which were observed irrespective of cell type expression level or number of sites bound, suggest that the ability to recognize promoter-distant enhancers at non-coding gene loci versus promoter proximal sites is an innate property of HIF-**α** isoforms.

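Of the endogenous HIF-2α sites, 785 lay within 5 kb of a start site (45.7%, interval 43.3% to 48.0%), a share within the counting error of that in the overexpressing cells. Random moves gave 31.0% on average. Among the sites of the overexpressing cells, 47.1% of the new ones and 44.7% of those shared with the control cells lay within 5 kb. For HIF-1β, the share was 59.7% in the control cells, 88.8% in the re-expressing cells and 65.8% in the overexpressing cells.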

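Of the HIF-2α sites of the overexpressing cells, 21.9% lay from 5 to 50 kb upstream of the nearest start site and 24.4% from 5 to 50 kb downstream, while 22.7% lay in the 5 kb upstream and 23.7% in the 5 kb downstream. For endogenous HIF-2α these shares were 22.3%, 25.6%, 24.1% and 21.6%. HIF-1α sites that shared a base with a HIF-2α peak of the overexpressing cells lay within 5 kb of a start site in 70.3% of cases, the other HIF-1α sites in 91.6%, and HIF-2α sites of the overexpressing cells that shared no base with a HIF-1α peak in 35.6%.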

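The nearest gene was protein-coding for 2755 of the HIF-2α sites of the overexpressing cells (52.1%, interval 50.8% to 53.5%) and for 876 of the endogenous HIF-2α sites (51.0%, interval 48.6% to 53.3%), and both intervals lie under that of the HIF-1α sites. A lncRNA gene was nearest for 29.4% of the sites of the overexpressing cells and 30.8% of the endogenous sites, a pseudogene for 9.31% of either, and a small RNA gene for 7.89% and 7.39%. With 1 start site per gene, 33.8% and 32.0% of the sites were nearest a protein-coding gene.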

Finally, we sought to identify whether increased loading of existing HIF-2**α** binding sites, or binding of HIF-2**α** at newly detected sites, or both, is associated with functional effects on gene expression. We used GSEA to test enrichment of HIF-binding loci (nearest-neighbor genes) amongst genes whose expression was changed by HIF-2**α** overexpression (as measured by RNA-seq). 

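After overexpression of HIF-2α, no gene passed the threshold without the replicate block (smallest adjusted p of 0.144 from edgeR), while 476 genes were higher and 362 lower at an unadjusted p under 0.05. With the replicate block 16 genes were higher and 22 lower, and with DESeq2 35 were higher and 25 lower. Genes with a HIF-2α site of the overexpressing cells within 10 kb made up 14.5% of all tested genes. At an unadjusted p under 0.05 they made up 23.5% of the higher genes (107 of 456, interval 19.8% to 27.6%), 22.0% of the lower genes (78 of 354, interval 18.0% to 26.6%) and 14.0% of the others. Among the few genes called with the replicate block they made up 37.5% of the higher (6 of 16, interval 18.5% to 61.4%) and 55.0% of the lower ones (11 of 20, interval 34.2% to 74.2%). By the rule for naming genes, applied to the fit with the replicate block, CASP14, GFRA2, CYTIP, ACKR3 and CPE rose the most, by 9.41, 6.01, 5.36, 3.85 and 3.83 on the log2 scale. A HIF-2α peak of the overexpressing cells lay 0.834 kb from the start site of CPE (chromosome 4, 166280263 to 166282762) and 19.3 kb from that of CYTIP, and none within 50 kb of the others. ADAMTS15 fell by 3.88, GPRC5C by 3.75 and FLJ22447 by 3.28. A HIF-2α peak of the overexpressing cells lay 0.381 kb from a start site of GPRC5C and 29.7 kb from that of ADAMTS15. Near peaks were thus not limited to genes that rose. In the fit without the block, the glycolytic enzyme genes had a median log2 fold change of -0.15 (-0.13 with the replicate block), and none of the 16 passed the threshold over all genes or adjusted over the list alone, with 1 at an unadjusted p under 0.05.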

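Of the 3805 HIF-2α sites that shared no base with a HIF-2α peak of the control cells, the 3015 nearest genes included 1447 that were tested for expression. EPAS1 was among them. It was at rank 17 of the genes ranked after overexpression of HIF-2α and carried 1.14% of the weight of the set. The set of genes nearest endogenous HIF-2α sites was that used for the re-expression of HIF-1α and did not include EPAS1.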

We performed this analysis for both the binding sites that were occupied by endogenous HIF-2**α**, and those that were newly observed following HIF-2**α** overexpression. 

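For genes nearest endogenous HIF-2α sites the enrichment score after overexpression of HIF-2α was 0.352, with a permutation p of 0.29. Its direction depended on the fit. With the replicate block it was -0.374 (permutation p of 0.13) and with DESeq2 in place of edgeR -0.370 (permutation p of 0.31). With an unweighted score it was 0.112 (permutation p of 0.0002). Without replicate 3 of the overexpressing cells it was -0.444 (permutation p of 0.028), without their replicate 2 it was -0.373 and without replicate 2 of the control cells -0.370, while without replicate 1 of the overexpressing cells it was 0.432 (permutation p of 0.012). The median log2 fold change was 0.08 for these genes and -0.03 for the others, and 55.3% against 47.1% were higher. For genes nearest new sites the score was 0.3995, with a permutation p of 0.0039, and 0.365 with the replicate block (permutation p of 0.018). Without replicate 3 of the overexpressing cells it was -0.355 (permutation p of 0.38), and without replicate 3 of the control cells it was 0.428 (permutation p of 0.064). Restricted to genes with a start site within 10 kb it was 0.365 (permutation p of 0.083). The limma function fry, by rotation, gave p = 0.46 against the permutation of genes. The median log2 fold change of this set was 0.02, and 52.4% of its genes were higher.

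**Figure D4:**
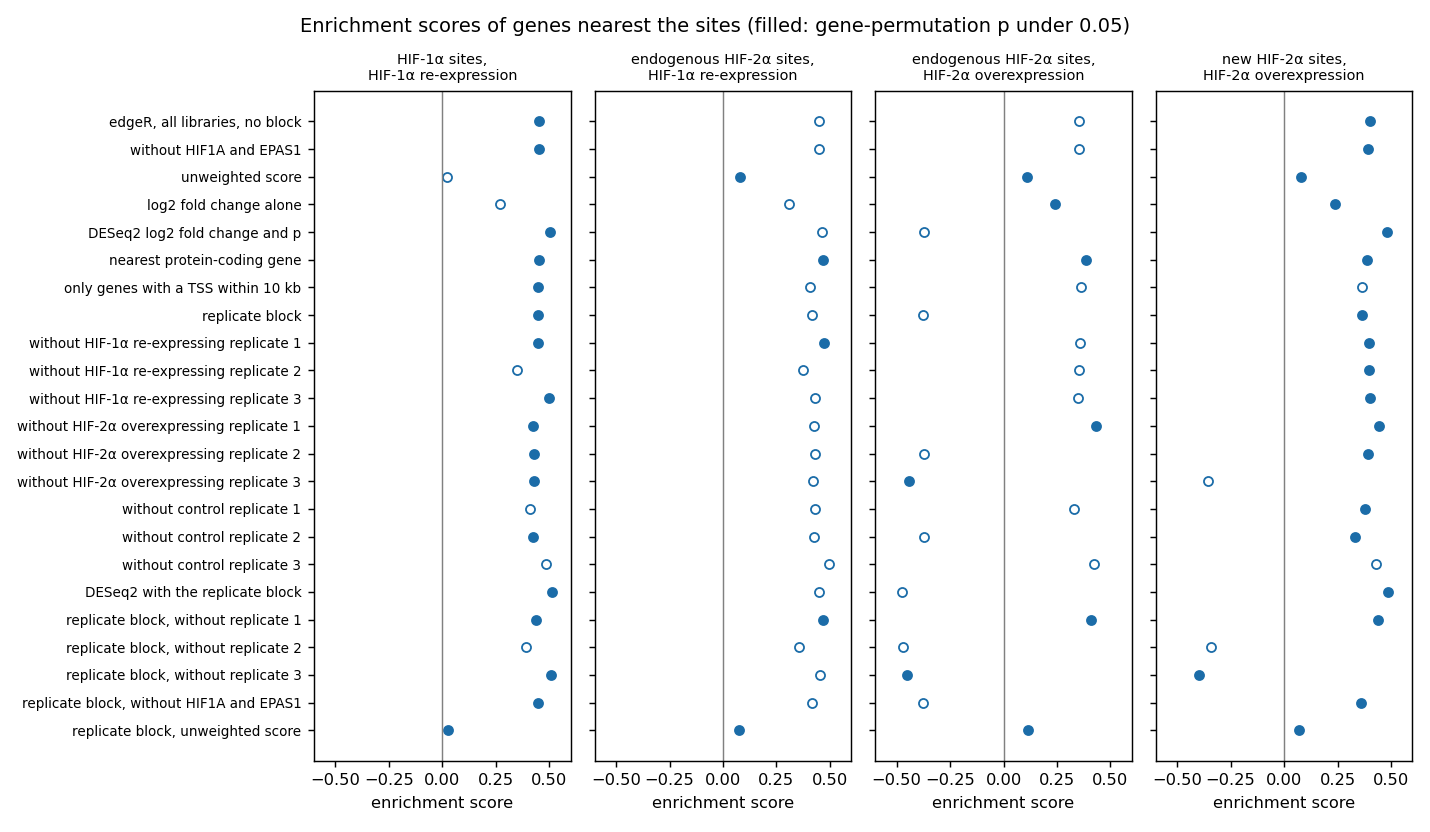
Enrichment score of the genes nearest each set of sites in every fit and setting that was run. Filled points have a gene-permutation p under 0.05. The scores of genes nearest endogenous HIF-2α sites after overexpression of HIF-2α lie on both sides of 0, at 0.352 in edgeR and -0.374 with the replicate block.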

An association with positive, but not negative, effects on gene expression was observed for both groups of binding loci (Fig 2E and 2F). Thus, constitutive activation of HIF-2**α** in 786–0 cells is submaximal and increasing HIF-2**α** leads to both quantitative and qualitative effects on HIF target gene expression.

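Within the sites of the overexpressing cells, genes nearest sites with and without HIF-1β were compared. Genes nearest HIF-2α sites with a HIF-1β peak had an enrichment score of 0.496 (permutation p of 0.00021, adjusted over 24 sets 0.0016), and genes nearest sites without one -0.383 (permutation p of 0.021, adjusted 0.042). HIF1A and EPAS1 were left out of these rankings. The mean log2 fold change was 0.09 for 685 genes nearest sites with HIF-1β alone and -0.08 for 853 genes nearest sites without it, a difference of 0.17 (permutation p of 1e-05, two-sided, the smallest that 100000 permutations of the HIF-1β labels over genes can give, and 1.3e-05 adjusted over 4 tests). These divisions by HIF-1β were chosen after the data were seen. Permutations over genes leave out the variation between libraries, so equal effects of both kinds of site stay open. Sites with HIF-1β also lay within 5 kb of a start site more often (57.4% against 39.4%), and the genes were not matched on distance. From the enrichments at both groups of sites, the paper concludes that HIF-2α activity in 786-O cells is submaximal and that more HIF-2α alters both the level and the range of its target genes' expression.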

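Of the new HIF-2α sites of the overexpressing cells, 2045 had a HIF-1β peak in the control cells (53.7%, interval 52.2% to 55.3%), where random moves of the list gave at most 3.47%. Of the HIF-2α sites shared with the control cells, 91.1% had one. HIF-2α was called in the HIF-1α re-expressing cells at 8.25% of the new sites and at 53.5% of the shared sites. The share of new sites with HIF-1β in the control cells was examined after the data were seen.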

Interestingly, close inspection of the apparently new binding sites frequently revealed low levels of HIF binding at these sites in the control cells, which were below the thresholds for identification of significant binding, but above those observed at a set of control regions (S9A Fig). This suggests that these signals are in fact ‘real’ and reflect uneven loading of potential HIF binding sites (S9B Fig).

### Analysis of HIF-2α and HIF-1α binding motifs

Since HIF-1 and HIF-2 are reported to recognize an identical core DNA binding sequence[10], it is unclear why binding of HIF-1**α** and HIF-2**α** is distributed so differently. To address this we started by analyzing the immunoprecipitated sequences for transcription factor binding motifs using MEME-ChIP. 

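The core of the HRE, RCGTG, was searched on both strands within 150 bp of each peak's midpoint in GRCh37. It was found at 3369 of the HIF-1α sites (65.5%, interval 64.1% to 66.7%), at 2423 of the HIF-2α sites of the overexpressing cells (45.9%, interval 44.5% to 47.2%) and at 1029 of the endogenous HIF-2α sites (59.9%, interval 57.5% to 62.2%). In shuffled sequences that keep the dinucleotides (20 shuffles) the shares were 54.4%, 27.4% and 30.5%, and in windows 2 kb to either side 37.7%, 31.2% and 32.3%. The core depends on CpG, and the GC content of the windows was 64.5%, 50.3% and 51.3%. At HIF-1α sites with and without a HIF-1β peak of the same cells the shares were 71.01% and 57.2%. At HIF-2α sites of the overexpressing cells they were 60.3% and 36.7%, and at endogenous HIF-2α sites 62.7% and 41.9%. Of the 1634 HIF-2α sites without a HIF-1β peak in any cells 27.9% had the core, against 24.6% of the windows beside them. Searched over the whole peaks, the core was found at 99.7%, 94.0% and 97.4% of the sites. The sequences were compared with a consensus and not with the weight matrix of MEME-ChIP, and without masking of repeats.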

As expected, the canonical HRE motif (Jaspar/MA0259.1)[40] was enriched in all sets of binding sites; those occupied by endogenous HIF-2**α**, overexpressed HIF-2**α** and re-expressed HIF-1**α** and enrichment was positively correlated with the strength of the HIF-1β signal (Fig 3A and 3B and S8C Fig, blue line). 

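The AP-1 core TGASTCA was searched in the same windows. Among the endogenous HIF-2α sites, 472 had it (27.5%, interval 25.4% to 29.6%), against 5.98% of shuffled sequences and 5.15% of the windows 2 kb to either side. With TGANTCA in place of TGASTCA the share was 33.6%.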

The second most enriched motif was an AP-1 (TRE) binding motif (Jaspar/MA0491.1)[40]. Interestingly, this enrichment was quite differently distributed between HIF-1**α** and HIF-2**α** binding loci. Strong enrichment was observed in sequences binding overexpressed HIF-2**α** (Fig 3B). However in marked contrast to the HRE motif, in the binding set for over-expressed HIF-2**α**, enrichment of the AP-1 motif was inversely correlated with the strength of HIF-1**β** binding (Fig 3B). Furthermore, in the set of HIF-1**α** binding loci, the AP-1 binding motif was significantly depleted (Fig 3A). 

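The AP-1 core was found at 1308 of the HIF-2α sites of the overexpressing cells (24.8%, interval 23.6% to 25.9%), against 5.39% of shuffled sequences and 4.49% of the windows beside them. Of the new sites 25.7% had it, and of the sites shared with the control cells 22.4%. Within 50 bp of the midpoint there were 1.11 AP-1 cores per site and kb, and at the outermost 100 bp of the peaks 0.2215 on the left and 0.244 on the right side.

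**Figure D5:**
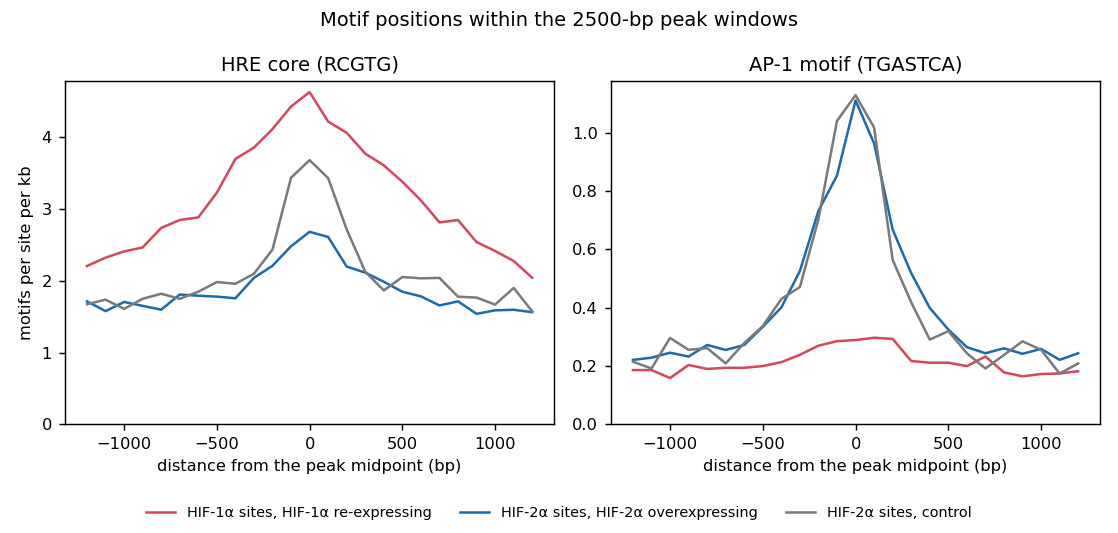
HRE cores (RCGTG) and AP-1 cores (TGASTCA) per site and kb of GRCh37 sequence against the distance from the peak midpoint, in bins of 100 bp, for the HIF-1α sites, the HIF-2α sites of the overexpressing cells and the endogenous HIF-2α sites. In the bin at the midpoint the AP-1 core has 1.11 per site and kb at HIF-2α sites of the overexpressing cells and 0.289 at HIF-1α sites.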

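HIF-2α sites of the overexpressing cells with a HIF-1β peak had the AP-1 core in 20.98% of cases (interval 19.3% to 22.8%), and those without one in 27.2% (interval 25.7% to 28.7%). At sites without a HIF-1β peak in any cells the share was 30.5% (interval 28.3% to 32.8%). Among the endogenous HIF-2α sites the shares with and without HIF-1β were 27.2% and 28.8%, a difference within counting error. Whether HIF-1β was called stood here for the strength of its signal.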

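The AP-1 core was found at 401 of the HIF-1α sites (7.79%, interval 7.09% to 8.55%), against 2.72% of shuffled sequences and 4.26% of the windows beside them. With a HIF-1β peak the share was 5.06% and without one 11.9%.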

Overall the differential distribution of this AP-1 motif between HIF-1**α** and HIF-2**α** binding loci was highly significant (p < 10^−16^). 

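HIF-1α sites lie closer to promoters, so the shares were also counted by distance. Within 5 kb of a start site, 5.70% of the HIF-1α sites and 20.6% of the HIF-2α sites of the overexpressing cells had the AP-1 core. Farther than 5 kb, 152 of 782 HIF-1α sites (19.4%, interval 16.8% to 22.4%) and 803 of 2831 HIF-2α sites (28.4%, interval 26.7% to 30.1%) had it. The intervals are apart in both classes of distance. HIF-1α sites shared with HIF-2α of the overexpressing cells had it in 14.2% of cases and the other HIF-1α sites in 4.79%. The paper proposes that the AP-1 motif matters for the differing distribution of HIF-1α and HIF-2α sites, at least in these cells.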

Taken together these findings suggest that the AP-1 binding motif is important in the differential distribution of HIF-1**α** versus HIF-2**α** binding sites across the genome at least in this setting.

**Fig 3:**
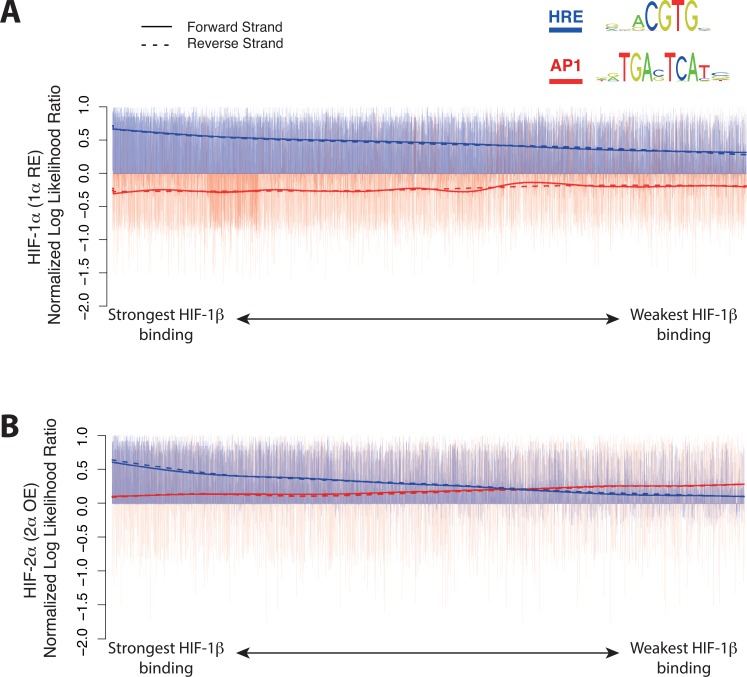
Preferential distribution of AP-1 binding motifs at HIF-2α versus HIF-1α binding loci. In addition to a hypoxia response element (HRE) motif, analysis of sites binding endogenous and overexpressed HIF-2**α** also identified an AP-1 motif. For each site, the maximum normalized log likelihood ratio for the AP-1 motif in red and the HRE motif in blue is plotted on the vertical axis as a bar chart. A smooth spline cubic fit line is overlaid to show the trend. The smoothing parameter is automatically determined using a ‘leave-one-out’ cross validation as implemented by the Smooth.spline function in R. Sites were categorized as binding (A) re-expressed HIF-1**α**, (B) overexpressed HIF-2**α** and ranked according to the HIF-1**β** signal at each site. Spline fit curves are overlaid (solid/dashed lines) to indicate overall trends across both forward and reverse strands. (A) Sites binding re-expressed HIF-1**α** show specific enrichment (positive score) for the HRE motif that decreases as the HIF-1**β** signal falls. In contrast, these same sites show depletion of the AP-1 motif. (B) Sites binding overexpressed HIF-2**α** show enrichment of the HRE motif that declines more steeply as the HIF-1**β** signal falls. In contrast to sites binding re-expressed HIF-1**α**, those binding overexpressed HIF-2**α** show enrichment of the AP-1 motif that increases (and exceeds that seen for the HRE) as the HIF-1**β** signal falls.

### Direct HIF-isoform-specific transactivation is associated with opposing prognosis in human kidney cancer

Many studies reported overall associations between HIF-dependent gene expression and adverse prognosis in cancer (reviewed in[3,41]), but there is little data that relates prognosis to HIF-isoform specific transcriptional targets and to isoform-specific HIF-binding patterns. We therefore sought to explore associations between HIF isoform-specific targeting defined in 786–0 cells, and genes expression patterns associated with clinical prognosis derived from The Cancer Genome Atlas (TCGA- https://tcga-data.nci.nih.gov/tcga/) [6].

We first stratified 415 CCRC patients, for whom both clinical data and tumor gene expression data were available, into good and poor prognosis groups based on a series of commonly used clinical criteria (survival, histological grade, metastasis, age)[42], (S10A Fig). From this stratification we ranked each gene, based on the significance and fold-difference in its median expression level, between the good and poor prognosis groups. We then sought to determine how HIF-**α** isoform specific changes in gene expression in 786–0 cells associated with this rank using GSEA. These analyses revealed striking isoform specificity in the associations. Genes that were upregulated by HIF-1**α** re-expression in 786-O cells were enriched (p = 0.01) amongst those genes that were more highly expressed in the good prognosis tumors (S10B Fig). Conversely, genes that were downregulated by HIF-1**α** were enriched (p<0.001) amongst those genes more highly expressed in the poor prognosis tumors (S10C Fig). Comparable analysis for HIF-2**α** regulated genes revealed a non-significant tendency for HIF-2**α** up-regulated genes to be more highly expressed in poor prognosis tumors, and for HIF-2**α** down-regulated genes to have a lower expression in poor prognosis tumors (S10D and S10E Fig). Taken together, these results indicate that the HIF-**α** isoform specific interventions in 786-O cells are relevant to clinical CCRC, and support the existence of opposing effects of HIF-1**α** and HIF-2**α** in a clinical context.

Since the differential gene expression observed in 786-O cells is determined at least in part by disparate HIF-**α** subunit binding, we next sought to relate these differences in binding to cancer pathways. Gene ontology annotation of genes neighboring HIF-binding sites revealed a strong bias towards cancer association for HIF-binding genes, which was stronger for HIF-2**α** than HIF-1**α** associated transcripts (Fig 4A), in keeping with the pro- and anti-tumorigenic actions of HIF-2**α** and HIF-1**α** in this setting.

**Fig 4:**
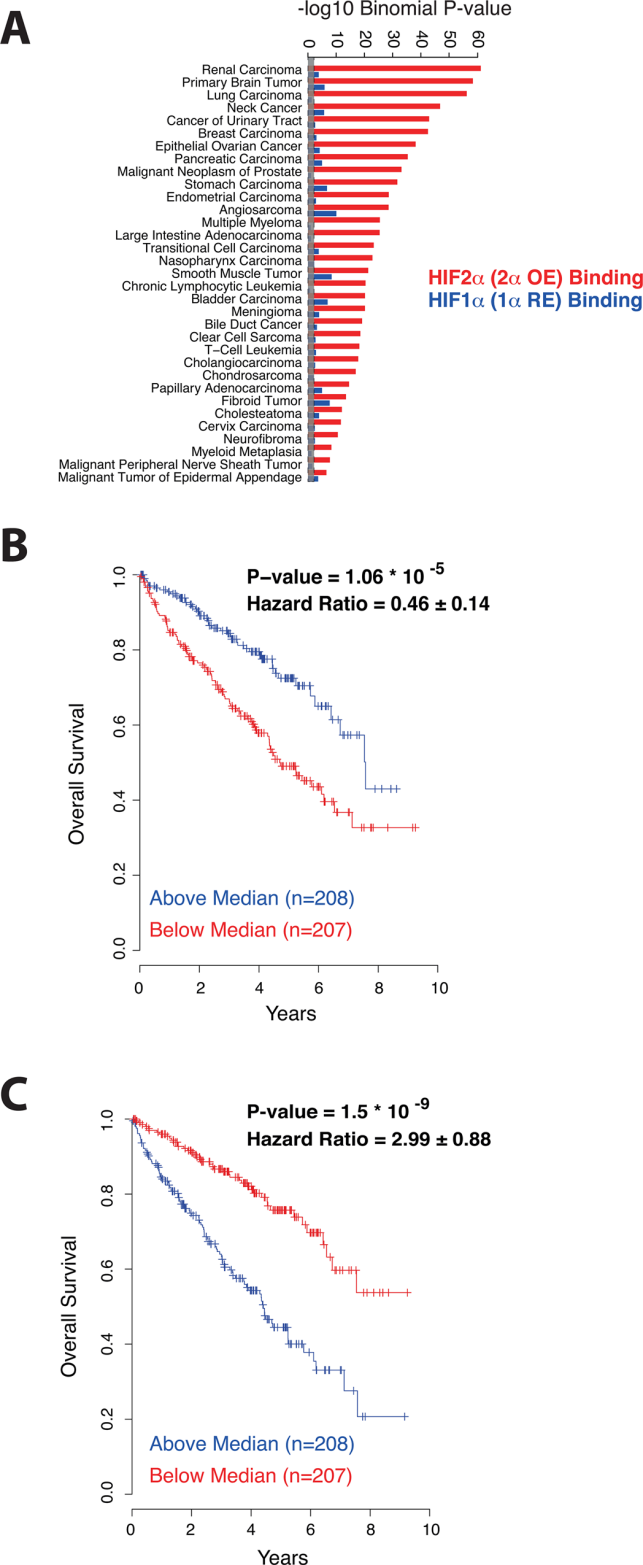
HIF-1α and HIF-2α binding genes confer opposing prognosis in kidney cancer. (A) The genes nearest to re-expressed HIF-1**α** (blue bars) and overexpressed HIF-2**α** (red bars) binding sites were defined and examined for enrichment amongst genes annotated in different cancers using the Human Disease Ontology database (http://www.disease-ontology.org).–log10 Binomial p-values are plotted for each set of HIF-binding genes in each type of cancer. Grey bar denotes p = 0.05 (-log10, 1.3) level of significance. HIF-2**α** nearest binding genes are consistently more significantly enriched amongst cancer-associated genes than are HIF-1**α** binding genes. (B) Differential HIF-1**α** binding genes or (C) differential HIF-2**α** binding genes were filtered for significant associations with overall survival and used to generate a weighted gene predictor of prognosis for each set of genes. Patients were then divided into those with above or below median values for each gene predictor and subjected to Kaplan-Meier survival analysis. The Cox proportional hazard model indicated a significant protective effect for patients with above median gene predictor values based on the HIF-1**α** binding genes. Conversely, patients with above median values for the HIF-2**α** binding gene predictor had a significantly worse prognosis.

We next examined whether differential HIF-binding in 786-O cells could provide a predictive model of patient prognosis[37,38] in the TCGA CCRC dataset. First, genes with overlapping HIF-1**α** and HIF-2**α** binding (defined by signal intensities within a 3-fold difference) and those lacking a significant individual (univariate) association with prognosis were excluded. In total, 93 genes (44 in the HIF-1**α** binding group and 49 in the HIF-2**α** binding group) showed individual associations with prognosis that were significant. For each HIF-**α** isoform there was a mixture of genes associated with both a favorable and a poor prognosis. However, combined gene signatures generated for either the HIF-1**α** or HIF-2**α** binding genes were both significantly associated with overall patient survival (Fig 4B and 4C and S11 Fig). Specifically, the HIF-1**α** binding gene signature was associated with higher gene expression in good prognosis patients (Fig 4B and S11A Fig) and conversely that generated for the HIF-2**α** binding genes showed higher expression in the poor prognosis patients (Fig 4C and S11B Fig). These findings indicate that although HIF-1**α** and HIF-2**α** transcriptional targets may have heterogeneous effects on tumor behavior, the overall balance of HIF-1**α** transcriptional targets favors a good prognosis, while the balance of HIF-2**α** targets confers a poor prognosis.

## Discussion

Our findings reveal remarkable complexity in the HIF transcriptional response and its relationship to VHL-associated CCRC. Despite an identical consensus recognition sequence[10], large numbers of sites with distinct HIF-isoform specific binding preferences were defined. Our data suggests that it is this, rather than competition for binding at the same chromatin sites, or competition for dimerization with HIF-**β**, that underlies the contrasting HIF-isoform specific effects on experimental and clinical CCRC. It also points to a role for other transcription factors such as AP-1 in directing differential pan-genomic patterns of HIF-**α** binding, at least in this setting. Therefore differences in HIF-binding patterns and/or additional transcriptional activator activity may (at least in part) explain the different effects of HIF-1 and HIF-2 in different types of cancer.

Several systematic differences were observed in patterns of HIF-**α** binding. First, although as expected, HIF-**α** binding was generally associated with HIF-1**β** binding, when overexpressed, this was more robust for HIF-1**α** than HIF-2**α**, which appeared to be capable of binding without HIF-1**β**, particularly in association with AP-1 motifs. This suggests that non-canonical interactions of HIF-2**α** with AP-1 may be important[43], as has been reported for the interaction of HIF-**α** with Myc proteins[44,45]. Further analysis will be required to understand the precise nature of such interactions and their relationship to the biology of CCRC. However it is of interest that pVHL-inactivation has been reported to activate AP-1, in part due to up-regulation of an atypical protein kinase c-JunB pathway[46] and that CCRC-specific regions of accessible chromatin are highly enriched for an AP-1 motif[47]. Second, distinct pan-genomic patterns of HIF-**α** binding were observed that conform strikingly to those previously observed in other contexts. HIF-2**α** bound more distant from promoters and was more likely to be associated with non-coding RNAs than HIF-1**α** binding, the extent of bias being similar to that recently been described for the endogenous HIF-**α** proteins in MCF7 breast cancer cells[10,39]. This suggests that these patterns reflect some intrinsic property of the protein rather than expression level or cellular context.

A somewhat surprising finding in this work was the much larger number of discrete HIF-**α** binding sites observed after re-expression of HIF-1**α** or enhanced expression of HIF-2**α**, as compared to previous reports of the pan-genomic distribution of HIF binding by our laboratory and others[10,20,22,48,49]. Close inspection of these apparently new binding sites frequently revealed low, sub-threshold, levels of HIF ChIP-seq signal, which likely reflect uneven loading of potential HIF binding sites. This raises the interesting possibility that uneven binding site loading during graded hypoxic induction may be important in shaping the HIF response. Further work will be required to explore the physiological consequences of this in normal and cancer contexts.

The associations between binding of HIF-**α** in 786–0 cells and prognostic patterns of gene expression in human CCRC, clearly supports the relevance of these patterns to the clinical behavior of CCRC. Clear overall associations between HIF-1**α** binding and genes specifying good prognosis were mirrored by associations between specific HIF-2**α** binding and genes specifying poor prognosis, supporting the hypothesis that differential HIF-**α** binding patterns are driving contrasting effects on CCRC outcomes. Importantly however gene specific analyses revealed considerable heterogeneity in these effects. Individual gene analyses revealed that both the HIF-1**α** and the HIF-2**α**-associated gene-predictor each encompassed genes associated with both good and bad prognosis, indicating that each HIF-**α** isoform could potentially activate a spectrum of pro- and anti-tumourigenic effects. Given the prevalence of hypoxia and upregulation of the HIF system in cancer, understanding the factors that control, and potentially re-balance, HIF-**α** target gene repertoires as cancer develops will clearly be of importance.

## Supporting Information

S1 Fig Expression levels of endogenous and transfected HIF-1α and HIF-2α in 786-O cells. (A) Normalized read counts (RPKM–Reads Per Kilobase per Million reads) showing endogenous and transfected mRNA levels for HIF-1**α** (red) and HIF-2**α** (blue). Note endogenous HIF-1**α** is truncated (see S3 Fig), whilst re-expressed HIF-1**α** is full-length. (B) Immunoblot of HIF-1**α**, HIF-2**α** and **β**-actin in 786-O cells infected with control and HIF-**α** expressing viruses and in RCC4 cells, which express full-length HIF-1**α**. Quantitation of band intensities revealed HIF-2**α** protein levels to be roughly 8-times higher in the HIF-2**α** infected cells than in the control cells and HIF-1**α** protein levels to be 15-20-fold higher in the HIF-1**α** infected cells when compared to RCC4 cells.
(EPS) Click here for additional data file.

S2 Fig Binding of endogenous HIF-2α and HIF-1β in control 786-O cells. (A) Scatterplot showing good correlation between the intensity of ChIP-seq signal (RPKM count) for HIF-1**β** (y-axis) and that for HIF-2**α** (x-axis) at the endogenous HIF-2**α** peaks. (B) Spatial distribution of HIF-2**α** and HIF-1**β** ChIP-seq signal (RPKM values) centred on the endogenous HIF-2**α** peaks (maximum HIF-2**α** signal ± 1kb) showing that HIF-2**α** and HIF-1**β** signals co-localize precisely.
(EPS) Click here for additional data file.

S3 Fig 786-O cells express truncated HIF-1α, which is able to bind DNA. (A) RNA-seq alignment (red) of HIF-1**α** transcripts in control 786-O cells showing read density across the gene (annotated in blue). The schematic (black) relates the genomic and domain structures of HIF-1**α** (bHLH–basic helix-loop-helix domain, PAS–PER, AHR, ARNT, SIM domain, N–N-terminal transactivation domain, ID–inhibitory domain, C–C-terminal transactivation domain). The RNA-seq demonstrates an absence of reads mapping to exons 13, 14 and 15 encoding the C-terminal activation domain. Exons 11 and 12 encoding the N-terminal activation domain are greatly reduced in read number. In addition, there is abnormal splicing of intron 10, and therefore any transcripts containing exons 11 and 12 will be incorrectly translated C-terminal to exon 10. Paired-end mating of reads (black dotted lines) confirms the existence of fusion transcripts containing both HIF-1**α** and SNAPC1 sequences, presumably as a result of deletion of the HIF1A gene transcriptional termination site.
(EPS) Click here for additional data file.

S4 Fig Re-expressed HIF-1α does not antagonize HIF-2α binding. (A) A scatter plot showing HIF-2**α** ChIP-seq signal (RPKM counts) at sites binding endogenous HIF-2**α** in the control cells. HIF-2**α** signal intensity in cells re-expressing HIF-1**α** (y-axis) is plotted against that for HIF-2**α** in the control cells (x-axis). The majority of HIF-2**α** signals in both the control and HIF-1**α** re-expressing cells correlate positively and are clustered around the (dotted) line representing equal HIF-2**α** binding in the two conditions. (B) A scatter plot showing HIF-1**β** signals at the same sites in both HIF-1**α** re-expressing and control cells. Similar to HIF-2**α**, HIF-1**β** binding signals show a positive correlation between the two conditions clustered around the (dotted) line representing equal HIF-1**β** binding in the endogenous and HIF-1**α** re-expressing cells.
(EPS) Click here for additional data file.

S5 Fig The effect of HIF-1α re-expression on HIF-1β binding distribution. The scatter plot shows ChIP-seq signal (RPKM count) for HIF-1**β** in the HIF-1**α** re-expressing cells (y-axis) versus HIF-1**β** in the control cells (x-axis) at sites binding endogenous HIF-2**α** in the control cells (blue) and at sites binding re-expressed HIF-1**α** (red). The HIF-1**β** signal shows a clear separation between the HIF-2**α** and HIF-1**α** binding sites. Specifically HIF-1**α** re-expression increases the HIF-1**β** signal at sites binding re-expressed HIF-1**α** (i.e. the red dots cluster above the dotted line representing equity of binding), whilst at the sites binding endogenous HIF-2**α** in the control cells, the HIF-1**β** signal was little altered by HIF-1**α** re-expression (i.e. the blue dots are clustered around the dotted line representing equal binding).
(EPS) Click here for additional data file.

S6 Fig Re-expressed HIF-1α does not globally antagonize transactivation of HIF-2α binding genes. Gene set enrichment analysis (GSEA) for the set of nearest-neighbour genes that are closest to the endogenous HIF-2**α** binding sites in control cells. All genes are ranked according to their fold-change and significance following re-expression of HIF-1**α** (horizontal axis). Genes nearest to endogenous HIF-2**α** binding sites are enriched amongst the genes upregulated by re-expressed HIF-1**α**, but there is little enrichment amongst the genes downregulated by re-expressed HIF-1**α**.
(EPS) Click here for additional data file.

S7 Fig Binding of endogenous HIF-2α in control cells is not fully saturated. (A) A scatter plot showing HIF-2**α** ChIP-seq signal (RPKM counts) at sites binding endogenous HIF-2**α**. The signal intensity in cells expressing transfected HIF-2**α** (y-axis) is plotted against that in the control cells (x-axis). HIF-2**α** binding signal intensity is positively correlated under the two conditions, and is generally increased in cells expressing transfected HIF-2**α** (i.e. the majority of signals cluster above the dotted line representing equal binding). (B) A similar plot showing HIF-1**β** ChIP-seq signal at the same set of binding sites exhibiting a comparable increase in HIF-1**β** binding in cells expressing transfected HIF-2**α**.
(EPS) Click here for additional data file.

S8 Fig Binding distribution of endogenous HIF-2α in control 786-O cells. (A) Histogram of the distance to nearest transcription start site (TSS) for HIF-2**α** binding sites in control cells. (B) HIF-2**α** binding sites in the control cells were categorized according to the class (Ensemble) of the nearest gene. The relative frequency of each class is shown by pie chart. (C) Analysis of sites binding endogenous HIF-2**α** identified an AP-1 motif as well as the HRE motif. For each site, the maximum normalized log likelihood ratio for the AP-1 motif in red and the HRE motif in blue is plotted on the vertical axis as a bar chart. Sites were ranked according to the HIF-1**β** signal at each site. Spline fit curves are overlaid (solid/dashed lines) to indicate overall trends across both forward and reverse strands. Enrichment of the HRE motif decreases and enrichment of the AP-1 motif increases as the HIF-1**β** signal falls.
(EPS) Click here for additional data file.

S9 Fig Low-level binding of endogenous HIF-2α at sites binding over-expressed HIF-2α. (A) Sites binding HIF-2**α** in the overexpressing 786–0 cells were ranked (x-axis) according to HIF-2**α** signal intensity (displayed in green on y-axis). These same sites were then examined in the control 786–0 cells for binding of endogenous HIF-2**α** (ranked on the x-axis and displayed in blue on the y-axis). Although the endogenous HIF-2**α** signals were lower than those for transfected HIF-2**α**, signals below the peak-calling threshold were observed at these sites in the control cells. To determine whether these were above background levels, we used ENCODE Faire-seq data from 786-O cells (GSM1011120) to randomly select an identical number of open chromatin sites (excluding HIF-2**α** sites). These sites were also ranked (x-axis) according to their endogenous HIF-2**α** binding signal (displayed in red on the y-axis). The binding signal for endogenous HIF-2**α** in control cells was considerably greater at sites identified as binding HIF-2**α** in the overexpressing cells than at the randomly selected accessible sites. This indicates that the majority of newly detected HIF-2**α** binding sites in HIF-2**α** overexpressing cells are in fact weak HIF-2**α** binding sites in the control cells. (B) Sites binding any isoform across all the datasets were ranked according to HIF-2**α** RPKM counts in control cells (indicated by the red line). The signal intensity for HIF-2**α** in the overexpressing cells was then plotted (blue dots) together with a spline smoothed (blue) trend line. When the signal intensity in the overexpressing cells is compared with the control cells, HIF-2**α** overexpression is seen to lead to a global but uneven increase of the HIF-2**α** signal. Specifically, there was a greater fold-increase in binding amongst the weaker sites than was observed amongst the stronger sites.
(EPS) Click here for additional data file.

S10 Fig Expression of HIF-1α transcriptional targets correlates with clinical prognosis in CCRC. RNA-seq data from 415 patients studied by The Cancer Genome Atlas (TCGA) was analysed as described in methods. Based on clinical criteria, patients were divided into two prognostic groups illustrated in (A) a Kaplan-Meier plot of overall survival for each group (red = good prognosis, blue = poor prognosis). Genes were then ranked according to the expression fold-difference and significance (see Eq 3 in methods) between the good prognosis tumours and the poor prognosis tumours. (B) GSEA for the set of genes induced by re-expressing HIF-1**α** in 786-O cells showed that they were generally more highly expressed in the good prognosis tumours. (C) GSEA for genes suppressed by transfected HIF-1**α** in 786-O cells revealed that they were more highly expressed in the poor prognosis tumours. The same analysis was performed for (D) genes induced and (E) genes suppressed by overexpressed HIF-2**α** showing an opposing, although non-significant association.
(EPS) Click here for additional data file.

S11 Fig HIF-1α and HIF-2α binding gene predictors. The genes within 10kb of both differential (> 3-fold difference in intensity) HIF-1**α** and HIF-2**α** binding sites were tested using Cox proportional hazard model for their ability to predict patient prognosis. Genes with a p-value of <0.05 in the univariate analyses were then used to generate a multivariate predictor for both the HIF-1**α** and HIF-2**α** as described in the methods. The genes and their respective weights as fitted by the gene predictor model are shown for (A) a HIF-1**α** predictor and (B) a HIF-2**α** predictor. The blue bars show genes upregulated in good prognosis patients and the red bars show genes upregulated in bad prognosis patients.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

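Pools of 786-O cells were infected with an empty vector, with HIF-1α or with HIF-2α, and binding of HIF-1α, HIF-2α and HIF-1β was measured by ChIP-seq (7 libraries with a list of peaks, 1 per antiserum and pool) and gene expression by RNA-seq (9 libraries, 3 per pool). For ChIP-seq the authors deposited the positions of peaks. They had aligned the reads to GRCh37, removed reads of low mapping quality, blacklisted regions and duplicates, kept peaks found by both T-PIC and MACS, and filtered these on the number of reads. The lists hold no score and no signal, every window is 2500 bp wide, and the depth of the libraries is not known from them. For RNA-seq the authors deposited raw counts per gene symbol, not normalized, made with Tophat, bowtie and HTSeq on UCSC genes, with replicates kept apart.

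All 29309 peaks lay within the chromosomes of GRCh37, the build used for every position here. The annotation was GENCODE lifted to GRCh37, with 64449 genes and 221300 transcription start sites on chromosomes 1 to 22, X and Y. The UCSC gene set of the authors' counts was not used. Of the 23441 gene symbols, 20654 were matched to the annotation by the same symbol and 1349 by an older one, and 1438 were not matched. The matched genes are 93.9% of the genes and hold 99.1% of the counts.

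Peaks of 2 lists were counted as shared when they had at least 1 base in common (bedtools 2.31.1). Each share has a 95% Wilson interval that covers counting error only. As a background, the second list was moved 100 times by a random distance of 50 kb to 5 Mb along each chromosome. The distance to the nearest start site and the class of its gene were taken from the peak's midpoint. Motifs were searched within 150 bp of the midpoint on both strands as the consensus RCGTG for the HRE core and TGASTCA for AP-1, and compared with 20 dinucleotide-preserving shuffles of the same sequences and with windows 2 kb to either side (samtools 1.23.1, Python 3.11.15, numpy 2.4.6, matplotlib 3.10.9 for the figures). With 1 library per condition, no p-value was computed for any comparison of peaks.

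Counts were analysed in R 4.3.3 with edgeR 4.0.16. All 9 libraries entered 1 fit with the cell pool as the only term, TMM factors, edgeR's own filter on low counts, which kept 14225 genes, and the quasi-likelihood test, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Re-expression of HIF-1α and overexpression of HIF-2α were each compared with the control cells, and with one another. Both comparisons with the control cells use the same 3 control libraries. Library totals ranged from 27852754 to 54287621 counts. At these depths the variation between replicates, and not counting error, limits the precision of genes with more than a few counts.

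The replicate numbers of the labels were checked for pairing. After the mean of each pool was subtracted, the 9 pairs of libraries with the same number and different cells had correlations across genes of 0.348 to 0.652, and the 18 pairs with different numbers and different cells had correlations of -0.478 to 0.0281. The numbers therefore pair the libraries, although the text of the paper says only that RNA was taken in triplicate. A fit with the replicate number as a block was run as an alternative, and its values are given where they change a call.

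Genes nearest the sites were tested by gene set enrichment as in the paper's methods, with the log2 fold change times the negative log10 p as the ranking, a weighted score (weight 1) and 10000 permutations of the genes (fgsea 1.28.0). The permutation p counts only permuted scores with the sign of the observed score, so it is not a two-sided p. The set is the gene with the start site nearest to each midpoint, if it was tested. New HIF-2α sites are those of the overexpressing cells that share no base with a HIF-2α peak of the control cells. The limma function fry (limma 3.58.1) and random gene lists matched on mean expression in 20 bins were alternatives. Differences in log2 fold change between genes nearest sites with and without HIF-1β were tested with 100000 permutations of these labels over the genes.

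On simulated counts with the dispersions of the fit without a block, in which 200 genes were changed, that fit recovered 82.5% of them and called 5 unchanged genes. On counts simulated with replicate effects it recovered 0%, and the fit with the replicate block 97.5% with 8 unchanged genes called. There the changed genes had a median log2 fold change of 1.996 in size and were drawn only from genes above a least count. The size of the replicate effects was set and not estimated from these libraries, so the 0% does not measure the power of the fit on them. A simulated set of genes raised by 0.5 SD had an enrichment score of 0.428 (permutation p of 0.00014), and of 100 random sets 4% had a permutation p under 0.05.

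Before the data were examined, the comparisons, their tests, most alternatives and the rule for naming genes were fixed. The rule names HIF1A, EPAS1, ARNT, SNAPC1, VHL, MYC and JUNB, 7 genes of AP-1 subunits and 16 genes of glycolytic enzymes as lists, and per comparison the 5 genes with the largest rise and the 3 with the largest fall among those past the threshold with at least 5 CPM in the higher group and no overlap between the libraries of the groups. For the genes that rose, the nearest peak is given if it lies within 50 kb. Peaks near genes that fell against the control cells were added after the results were seen. The alternatives were DESeq2 1.42.0, RLE factors, other filters on low counts, only the groups compared, the replicate block, each replicate left out, other rankings, scores and definitions of the nearest gene, other overlaps, other start sites and windows, and other motif consensus and windows. The tumor expression data and survival analyses of the paper, the ChIP-seq signal, its principal components and the protein levels were not analysed here.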

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

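The shares in this part were all examined only after the peak lists had been seen, and of the tests named here, those of HIF-1β at HIF-2α sites and of HIF-2α at HIF-1α sites were chosen only after the result was seen.

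The HIF-1β list of the control cells holds sites without a called HIF-2α peak in the same cells. Of its 6572 sites, 5075 had no HIF-2α peak in the control cells. At 2037 of these (40.1%, interval 38.8% to 41.5%) a HIF-2α peak was called in the overexpressing cells, and at 2256 (44.5%, interval 43.1% to 45.8%) a HIF-1α peak in the re-expressing cells. Random moves of the lists gave at most 2.72% and 2.92%. What drew attention to them is that the paper gives no count of these HIF-1β peaks. The tables argue against placement of these peaks independently of one another. They also argue against the HIF-1α sites with HIF-1β in the control cells being sites of called endogenous HIF-2α, because 24.2% of these had such a peak. What stays open is a HIF-2α signal under the threshold of the control list, which the paper describes for new sites, binding of HIF-1β with another partner or with the truncated HIF-1α of these cells, and regions that many antisera enrich, such as open chromatin at promoters. Of these, none was tested, because the lists hold no signal and no library of an unrelated antiserum is among them.

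Of the 3805 new HIF-2α sites of the overexpressing cells, 2045 had a HIF-1β peak in the control cells (53.7%, interval 52.2% to 55.3%, 53.75 before rounding), and random moves gave at most 3.47%. The paper describes low HIF binding at such sites in the control cells, and gives no count of called HIF-1β peaks among them. For the HIF-2α sites of the overexpressing cells that had no HIF-1β peak in the same cells, the share with HIF-1β in the control cells was 45.2% (interval 43.5% to 46.9%). This value is consistent with a HIF-1β list of the overexpressing cells that leaves out sites which the control list holds, by depth, by the threshold or by a loss of HIF-1β from them. Depth and threshold are technical and a loss of HIF-1β is biological, and 1 library per condition does not separate them.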

How the results depend on the processing

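The fits that join the replicate block with DESeq2, with fry, with an unweighted score, with the removal of HIF1A and EPAS1 or with a replicate left out, the midpoint distance of 250 bp, and every alternative for the shares of called genes near sites were chosen only after the results were seen. One alternative could not be run: the part of each list with the highest score, because the lists hold no score. Where a value changed, the cause was not tested unless stated.

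Overlaps of peaks. With peaks up to 500 bp apart counted as shared, all 9 shares stayed within their intervals. With at least 50% of the shorter peak required, the share of endogenous HIF-2α sites with HIF-2α in the re-expressing cells stayed within its interval and the other 8 fell, by construction, since the rule is stricter. Endogenous HIF-2α sites had HIF-1β in the control cells in 79.4% and HIF-2α of the overexpressing cells in 82.2% of cases. HIF-1α sites had HIF-1β of the same cells in 57.4%, HIF-1β of the control cells in 54.9%, endogenous HIF-2α in 13.0% and overexpressed HIF-2α in 29.8%. Overexpressed HIF-2α sites had HIF-1β of the same cells in 36.5% (36.55 before rounding) and of the control cells in 60.4%. With midpoints at most 250 bp apart, these shares were 37.8%, 51.9%, 31.0%, 28.0%, 5.96% (5.965 before rounding), 13.9%, 19.7% and 31.2%, and 33.3% of the endogenous HIF-2α sites had HIF-2α in the re-expressing cells.

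Start sites. Within 10 kb in place of 5 kb of a start site lay 90.7% of the HIF-1α sites, 61.5% of the overexpressed and 62.0% (61.95 before rounding) of the endogenous HIF-2α sites. With start sites of protein-coding genes alone the shares within 5 kb were 76.3%, 32.4% and 30.8%, and from the nearest edge of the peak 86.6%, 50.8% and 51.0%. With 1 start per gene, 62.3%, 33.8% and 32.0% of the sites were nearest a protein-coding gene. Without pseudogenes, 56.1% of the overexpressed and 54.5% of the endogenous HIF-2α sites were, and the share of HIF-1α sites stayed within its interval. HIF-1α sites lay nearer to start sites and more often near protein-coding genes than HIF-2α sites in all of these.

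Motifs. Over the whole peak, the HRE core was found at 99.7% of HIF-1α, 94.0% of overexpressed and 97.4% of endogenous HIF-2α sites, and the AP-1 core at 37.2%, 63.3% and 63.1%, which follows from the longer sequence. With ACGTG in place of RCGTG the shares were 32.2%, 27.2% and 42.0%, so that endogenous HIF-2α sites in place of HIF-1α sites had the highest share. With TGANTCA in place of TGASTCA they were 9.40%, 32.3% and 33.6%.

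Numbers of genes. After re-expression of HIF-1α, no gene passed the threshold, with 1586 higher and 1171 lower at an unadjusted p under 0.05. The numbers higher and lower were 490 and 269 with DESeq2, 769 and 363 with the replicate block, and 1680 and 1330 with both. With the replicate block and without replicate 1 they were 251 and 44, without replicate 2 both 0, and without replicate 3 they were 1 and 0. After overexpression of HIF-2α, no gene passed, with 476 higher and 362 lower at an unadjusted p under 0.05. The numbers were 35 and 25 with DESeq2, 16 and 22 with the replicate block, 267 and 215 with both, 1 higher with all genes with at least 1 count and 2 higher with only the 2 groups compared. With each replicate left out from 0 to 2 were higher, the 2 without replicate 2 of the re-expressing cells. In the fits with the replicate block and without replicate 1, 2 or 3 they were 23 and 7, 4 and 5, and 5 and 2. Between re-expressing and overexpressing cells, 4 genes were higher and 3 lower. The numbers were 465 and 138 with DESeq2, 72 and 10 with all genes, 0 and 0 with only the 2 groups (1221 and 671 at an unadjusted p under 0.05), 646 and 197 with the replicate block, and 1162 and 615 with DESeq2 and the block. With each replicate left out they ran from 0 to 26 higher, the 26 without replicate 1 of the re-expressing cells, and from 0 to 3 lower. In the fits with the replicate block and without replicate 1, 2 or 3 they were 263 and 71, 339 and 47, and 226 and 39. With RLE factors the numbers were the same, and with at least 10 counts in every library 3 genes were higher and 2 lower in this comparison. The dispersion was lower with the block (0.0604 against 0.141). On simulated data with replicate effects the fit without it recovered no changed gene, but the size of those effects was not estimated from these libraries. The depth does not set these numbers, since the variation between replicates was far above counting error.

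HIF1A and EPAS1. The log2 fold change of HIF1A after re-expression passed the threshold with DESeq2 (3.40, adjusted p = 0.0214), with the replicate block (3.12, adjusted p = 0.0418 from edgeR) and with DESeq2 and the block (3.10, adjusted p = 0.00358), and over all alternatives the adjusted p ran from 0.00358 to 0.347 and the log2 fold change from 1.97 to 4.52. That of EPAS1 after overexpression passed with DESeq2 (2.60, adjusted p = 0.00126), with DESeq2 and the block (2.48, adjusted p = 6.28e-07) and with the replicate block without replicate 1 (3.20, adjusted p = 0.0474 from edgeR), and its adjusted p ran from 6.28e-07 to 1.00 and the log2 fold change from 1.69 to 3.20.

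Enrichment of genes nearest HIF-1α sites after re-expression (0.452, permutation p of 0.0021). The score was 0.022 unweighted (permutation p of 0.17, and 0.0272 with a permutation p of 0.043 with the replicate block) and 0.268 with the log2 fold change alone (permutation p of 0.38), and fry gave p = 0.1 by rotation, not permutation, and 0.12 with the replicate block. With each replicate left out it ran from 0.347 (without replicate 2 of the re-expressing cells, permutation p of 0.96) to 0.499. Without replicate 2 in the fit with the replicate block it was 0.393 (permutation p of 0.45). It stayed past the threshold with DESeq2, with the replicate block, with protein-coding genes, within 10 kb, without HIF1A and EPAS1 and against matched lists.

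Enrichment of genes nearest endogenous HIF-2α sites after re-expression (0.450, permutation p of 0.14). It passed the threshold unweighted (0.078, permutation p of 0.00059, and 0.075 with the replicate block, permutation p of 0.0016), with protein-coding genes (0.469, permutation p of 0.015), against matched lists (0.450, permutation p of 0.0001, the smallest they can give) and with the block without replicate 1 (0.467, permutation p of 0.0067). With each replicate left out it ran from 0.376 to 0.496, and without replicate 1 of the re-expressing cells it was 0.471 (permutation p of 0.026).

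Enrichment of genes nearest endogenous HIF-2α sites after overexpression (0.352, permutation p of 0.29). It was negative with DESeq2 (-0.370), with the replicate block (-0.374, permutation p of 0.13), with both (-0.476, -0.4755 before rounding), and with the block without HIF1A and EPAS1 (-0.374), without replicate 2 (-0.470) and without replicate 3 (-0.454, -0.4535 before rounding). With the block without replicate 1 it was 0.407 (permutation p of 0.033). With each replicate left out it ran from -0.444 (without replicate 3 of the overexpressing cells) to 0.432 (without their replicate 1), and it was -0.373 without their replicate 2 and -0.370 without replicate 2 of the control cells. It passed the threshold unweighted (0.112, and 0.115 with the replicate block, permutation p of 0.0002 for both), with the log2 fold change alone (0.242, permutation p of 0.013) and with protein-coding genes (0.388, 0.3875 before rounding, permutation p of 0.032).

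Enrichment of genes nearest new HIF-2α sites after overexpression (0.3995, permutation p of 0.0039). It no longer passed the threshold within 10 kb (0.365, permutation p of 0.083), and fry gave p = 0.46 by rotation, not permutation, and 0.63 with the replicate block. With each replicate left out it ran from -0.355 (without replicate 3 of the overexpressing cells) to 0.442. In the fit with the replicate block it was -0.340 without replicate 2 (permutation p of 0.98) and -0.398 without replicate 3 (permutation p of 0.049). Without replicate 1 in that fit it was 0.440 (permutation p of 0.00011). It stayed past the threshold unweighted (0.081, permutation p of 0.0002) and with the log2 fold change alone (0.236, permutation p of 0.0014). With protein-coding genes it was 0.385 (permutation p of 0.0022). On its own, the replicate block changed no other call of the 4 weighted scores than the direction named above.

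Genes near sites. Genes with a HIF-1α site within 10 kb were 34.6% of the tested genes, 31.6% within 5 kb and 50.7% within 50 kb. Of 12 values for the shares of called genes near sites, 8 stayed within their interval and 4 moved.

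Named genes. Of 670 values of single genes over the alternatives, 513 kept their direction and side of the threshold, 37 were weaker, 115 were stronger and 5 were reversed. The reversed ones are all JUNB after overexpression of HIF-2α, whose log2 fold change of 0.17 was -0.05 with the replicate block and -0.05 with DESeq2 and the block (-0.04969 and -0.05113 before rounding), -0.47 with the block without replicate 3, and from -0.54 (without replicate 3 of the overexpressing cells) to 0.53 with each replicate left out, -0.06 without replicate 1 of the control cells. It passed the threshold in none of them, with adjusted p-values from 0.687 to 1.00 in edgeR and DESeq2. Of the 312 values of the results with a fixed test or share, 171 were the same, 12 were weaker, 18 stronger, 99 moved and 12 reversed.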

Differences from the paper's values

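None of the comparisons in this part was a test chosen only after the result was seen, except the fits that join the replicate block with another choice.

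The paper gives a p under 0.001 for the enrichment of genes nearest HIF-1α sites after re-expression of HIF-1α. The permutation p here was 0.0021. Of the 18 alternatives set before the data were examined, 6 gave a p under or near the paper's. These were DESeq2 in place of edgeR, which the paper's methods name (permutation p of 0.0003), nearest protein-coding genes (permutation p of 0.0013), matched gene lists (permutation p of 0.0001), the replicate block (permutation p of 0.0012), and the fits without replicate 1 (permutation p of 0.0004) and without replicate 3 of the re-expressing cells (permutation p of 0.0001). The other 12 did not. Among fits chosen after seeing the values, DESeq2 with the replicate block (permutation p of 0.0001), and the replicate block without replicate 1 (permutation p of 0.0003) or without replicate 3 (permutation p of 0.0001) also gave a p under the paper's.

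The paper's histogram shows about 24% of the HIF-2α sites of the overexpressing cells within 5 kb of a transcription start site in Fig 2C, read by eye. The share here was 46.4%. With start sites of protein-coding genes alone it was 32.4%, which narrowed the gap to under 1.5 times, the limit used here for values without a replicate SD, and did not close it. The window of 10 kb (61.5%) and the nearest edge of the peak (50.8%) did not narrow it.

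The paper's enrichment score for genes nearest endogenous HIF-2α sites after overexpression of HIF-2α is about 0.81 in Fig 2E, read by eye, and the score here was 0.352. For genes nearest new sites it is about 0.85 in Fig 2F, read by eye, and the score here was 0.3995. None of the 17 alternatives set before the data were examined closed either gap. The largest scores among them were 0.432 without replicate 1 of the overexpressing cells and 0.481 with DESeq2. Among those chosen after seeing the values, DESeq2 with the replicate block gave 0.485 for new sites.

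The paper states that endogenous and new sites both have a positive association with expression after overexpression of HIF-2α. For endogenous sites the score here did not pass the threshold (permutation p of 0.29) and was negative with the replicate block (-0.374). It was positive and past the threshold with an unweighted score (0.112), with the log2 fold change alone (0.242), with protein-coding genes (0.388, 0.3875 before rounding) and without replicate 1 of the overexpressing cells (0.432). It was negative and past the threshold without replicate 3 of the overexpressing cells (-0.444, permutation p of 0.028). Among fits chosen after seeing the values, the replicate block without replicate 1 (0.407, permutation p of 0.033) and with an unweighted score (0.115) gave positive scores past the threshold, and the replicate block without replicate 3 a negative one (-0.4535, permutation p of 0.022).

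The paper states that the AP-1 motif is depleted at HIF-1α sites. The share of HIF-1α sites with the consensus was 7.79%, above that of shuffled sequences (2.72%) and of the windows beside the sites (4.26%). Sites within 5 kb of a start site and not shared with overexpressed HIF-2α had no excess over the windows. Of these 3214 sites 3.485% had it, against 3.687%. Shared sites within 5 kb had it in 11.9% against 4.56%, and all sites farther away in 19.4% against 6.14%. The paper scored the motif against a background of random DNase sites, which was not used here.

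The paper states that HIF-2α binding, and HIF-1β binding at endogenous HIF-2α sites, are little changed by HIF-1α. Of called peaks, 47.8% of the endogenous HIF-2α sites had HIF-2α again and 40.6% had HIF-1β in the re-expressing cells. The paper compares signals, which the lists do not hold.

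The paper states that total HIF-1β signal rose with HIF-1α and that the distribution of HIF-1β changed little with overexpressed HIF-2α. The number of HIF-1β peaks was 6572 in control cells, 5807 in re-expressing cells and 3431 in overexpressing cells. Of the HIF-1β sites of the control cells, 43.5% were called again in the overexpressing cells. In the other direction, 82.8% of the HIF-1β sites of the overexpressing cells had a HIF-1β peak in the control cells. Counts and shares of called peaks are other measures than the signal, which the lists do not hold.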

Other observations

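The tests on the HIF-1β list of the overexpressing cells, on HIF-1α sites with HIF-1β in the control cells, on RNA of another library in control replicate 3, the splits of the libraries for enrichment scores, for differences by HIF-1β and for the comparison of re-expressing with overexpressing cells, and the divisions of gene sets by HIF-1β were chosen only after the result was seen.

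Other splits of the libraries. For each comparison of 3 libraries with 3, the 10 splits of the 6 libraries were fitted as the real one was, so that the share of splits is never under 10%. After re-expression of HIF-1α and after overexpression of HIF-2α, 10 of the 10 splits gave as many genes past the threshold as the real split, which gave 0 (at an unadjusted p under 0.05, 1586 genes were higher and 1171 lower after re-expression, and 476 higher and 362 lower after overexpression). For re-expressing against overexpressing cells 1 of the 10 splits, the real one, gave as many (7 genes, against 0 in the others). Among the 4 splits that part all 3 pairs, fitted with the replicate block, the real one gave 1132, 38 and 843 genes in the 3 comparisons and the others 0. The other splits keep 1 or more replicate pairs within a group, and the block cannot be fitted to them in the same way. For the enrichment scores, the sign was ignored, because the groups of another split can be named either way, which reverses it. On that count, 2 of the 10 splits gave a score as large as the real one for genes nearest HIF-1α sites after re-expression, 3 of the 10 splits for genes nearest endogenous HIF-2α sites after re-expression, 7 of the 10 splits for the same genes after overexpression, and 4 of the 10 splits for genes nearest new HIF-2α sites. As fitted, the other split counted for HIF-1α sites had a positive score (0.4597), and all those counted for the other sets negative ones, from -0.5394 to -0.5505 for endogenous sites after re-expression, from -0.4108 to -0.5499 for the same genes after overexpression and from -0.4252 to -0.4504 for new sites, where the highest positive score of another split was 0.3075. In the 4 splits with the replicate block the numbers were 1, 2, 4 and 3, again without regard to sign. Whether the scores exceed what a grouping of libraries without regard to treatment gives cannot be told apart with 3 libraries per group.

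Genes of the viruses. Enrichment scores might rest on the gene that the virus carries. Without EPAS1, the score of genes nearest new HIF-2α sites was 0.394, against 0.3995 with it, and without HIF1A that of genes nearest HIF-1α sites was 0.451, against 0.452. These values argue against it. EPAS1 held 1.14% of the weight of its set, and the largest ranking value after overexpression belonged to CASP14, which was chosen after its value was seen.

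Sites and HIF-1β. Genes nearest HIF-1α sites with a HIF-1β peak had an enrichment score of 0.513 (0.5135 before rounding, permutation p of 0.0001, the smallest they can give, adjusted over 24 sets 0.0012) after re-expression, and genes nearest sites without one 0.327 (permutation p of 1). The mean log2 fold change was 0.19 for 2157 genes with HIF-1β and 0.04 for 1086 without, a difference of 0.16 (permutation p of 1e-05 over genes). Of the 10 splits of the libraries, 2 splits gave a difference as large with the sign ignored, up to 0.20. For HIF-2α sites after overexpression the difference was 0.17, and 1 of the 10 splits, the real one, gave one as large with the sign ignored, the others up to 0.13. In the 4 splits with the replicate block the real one was the largest for both. HIF-2α sites without a HIF-1β peak in any cells had a score of -0.429 (adjusted 0.034, permutation). Of the genes near only HIF-2α sites without HIF-1β, 3.51% were raised at an unadjusted p under 0.05 (31 of 884, interval 2.48% to 4.93%), against 5.65% (51 of 902, interval 4.33% to 7.36%) near only sites with it, 11.9% (25 of 211, interval 8.16% to 16.9%) of the genes near sites of both kinds and 2.96% (348 of 11748) of genes near no HIF-2α site. Few genes were raised at an adjusted p under 0.05, and these did not show the same gap. With DESeq2 they were 0.33% (3 of 902) near only sites with HIF-1β and 0.45% (4 of 884) near only sites without it. With the replicate block they were 3 and 2 genes. No test of the difference between these shares was made. After overexpression the scores of genes nearest sites with and without HIF-1β had opposite signs (0.496 and -0.383). The difference of 0.17 was the largest of the splits. Taken alone, these values speak against equal effects of both kinds of site. Sites with HIF-1β lay nearer to start sites, however, with 57.4% against 39.4% within 5 kb. No comparison matched on distance was made. Equal effects stay open all the same, because 1 of 10 is the smallest share that these splits can give and genes of the same libraries are not independent. With 1 ChIP-seq library, the absence of a called HIF-1β peak may also reflect depth, since 45.2% of the sites without it had HIF-1β in the control cells.

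Sites of the other subunit. After overexpression of HIF-2α, genes nearest HIF-1α sites had a score of 0.291 (permutation p of 0.86), and after re-expression of HIF-1α genes nearest overexpressed HIF-2α sites had one of 0.449 (permutation p of 0.033, adjusted over 24 sets 0.057). With the replicate block the latter score was 0.434 (permutation p of 0.061, adjusted 0.091). Whether these differ from the scores at the own sites of each subunit was not tested.

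Loss of HIF-2α peaks. If HIF-1α took the place of HIF-2α, the endogenous sites not called again would hold HIF-1α more often. They held it less often, in 33.3% of cases (interval 30.3% to 36.4%) against 54.6% of the sites called again. This comparison does not decide the question, because sites called again held more peaks of other lists too. They had HIF-1β of the re-expressing cells in 56.8% against 25.8%, and overexpressed HIF-2α in 96.6% against 76.0%. Called HIF-1α peaks were absent from the other sites not called again and do not account for their loss. Sites with weak HIF-2α signal near the threshold remain open and were not tested for lack of signal. HIF-1α sites with HIF-1β in the control cells might have been sites of endogenous HIF-2α, but 24.2% of them were.

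AP-1 and promoters. The lower AP-1 share of HIF-1α sites might come from their closeness to promoters. Among sites farther than 5 kb from a start site the share was 19.4% (interval 16.8% to 22.4%) for HIF-1α against 28.4% for overexpressed HIF-2α, so that distance does not account for all of it. Within 5 kb, where 4365 of the 5147 HIF-1α sites lie, the shares were 5.70% and 20.6%. A role of the AP-1 motif in the differing distribution of HIF-1α and HIF-2α sites, which the paper proposes, stays open as a hypothesis.

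Control replicate 3. HIF1A had 151.6 CPM in control replicate 3 and 30.4 and 36.7 in the other control libraries. CA9, chosen after its values were seen, had 14.3 CPM there against 0 and 0.171, and 8.46, 176.6 and 68.3 in the re-expressing cells. RNA of re-expressing replicate 3 in this library is a candidate source. Over 21 genes at least 4 times higher in every re-expressing library than in control replicates 1 and 2, with at least 5 CPM in re-expressing replicate 3, the median share that such RNA would need was 14.3% (quartiles 10.6% and 21.9%), against 26.9% for HIF1A and 20.8% for CA9, and -0.0374% for the same genes in overexpressing replicate 3. Of these genes, 3 had a share under 2%: WISP2 (1.94%), MAP3K15 (-4.41%) and KIAA0754 (-22.3%). Since the genes go both ways, admixture and higher HIF activity of these control cells cannot be told apart. Without control replicate 3 the log2 fold change of HIF1A after re-expression was 4.52.

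Shared control libraries. The log2 fold changes after re-expression and after overexpression had a correlation across genes of 0.271, where genes are not independent replicates, and simulated unchanged groups that share their control libraries had 0.501 on average and at most 0.518 in 20 simulations. In the fit with the replicate block, 9 genes passed the threshold in both comparisons, 3 of them in the same direction.

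Re-expressing against overexpressing cells. In the direct comparison, which the paper does not report, 4 genes were higher and 3 lower at an adjusted p under 0.05 (edgeR), with 1286 higher and 655 lower at an unadjusted p under 0.05. KCNN4 had a log2 fold change of 3.22 (standard error 0.38, adjusted p = 0.0462 from edgeR, 5.52e-18 to 0.174 over the alternatives), with 12.3 ± 2.57 CPM in the re-expressing and 1.32 ± 0.392 in the overexpressing cells (SD, n = 3). ADAMTSL3 had one of 2.64, MAL2 of 1.98, GFRA2 of -5.59 and PTHLH of -3.85, each in the same direction in all 3 pairs. A HIF-1α peak lay 0.166 kb from the start site of MAL2 (chromosome 8, 120219519 to 120222018) and a peak of overexpressed HIF-2α 12.4 kb from it. RNF165 (4.32) and C5orf46 (-6.17) also passed the threshold, lie under the least CPM of the rule for naming genes and were chosen after their values were seen. No gene passed without control replicate 1 or 2, without any replicate of the overexpressing cells or without replicate 3 of the re-expressing cells. By the same rule in the fit with the replicate block, CA9 (8.85), ADAMTS10 (7.25), ISM2 (6.12), TSPAN18 (5.52) and GRAMD1B (5.41) were higher and CYTIP (-5.85), GFRA2 (-5.78) and CASP14 (-5.60) lower, and a HIF-1α peak lay 0.005 kb from the start site of CA9 (chromosome 9, 35672681 to 35675180) and 25.1 kb from that of ISM2 (chromosome 14, 77922883 to 77925382). A HIF-2α peak of the overexpressing cells lay 2.65 kb from the start site of TSPAN18 (chromosome 11, 44882555 to 44885054), and no HIF-1α peak within 50 kb of it. No HIF-1α peak and no HIF-2α peak of the overexpressing or control cells lay within 50 kb of ADAMTS10, GRAMD1B, KCNN4 or ADAMTSL3.

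Other genes of the rule. SNAPC1 had a log2 fold change of 0.97 after re-expression of HIF-1α (standard error 0.43, adjusted p = 0.255 from edgeR, 0.0102 to 0.616 over the alternatives with edgeR or DESeq2) and -0.92 after overexpression of HIF-2α (standard error 0.43, adjusted p = 0.837). Between re-expressing and overexpressing cells it had 1.89 (adjusted p = 0.110 from edgeR), and with the replicate block 1.74 (standard error 0.28, adjusted p = 0.0102 from edgeR), higher in all 3 pairs. In that comparison HIF1A had 5.204 (adjusted p = 0.0614 from edgeR), and with the replicate block 4.79 (adjusted p = 0.00887 from edgeR). MYC, VHL and ARNT had -0.05, 0.18 and 0.43 after re-expression and -0.37, -0.03 and 0.26 after overexpression, and none passed the threshold. HIF-1α peaks lay 0.002 kb from a start site of MYC and 0.056 kb from that of JUNB. HIF-2α peaks of the overexpressing cells lay 0.414 kb from a start site of MYC and 2.35 kb from that of JUNB. The 7 genes of AP-1 subunits had a median log2 fold change of 0.17 after re-expression (-0.33 to 0.95) without the block, with 1 at an unadjusted p under 0.05, and of 0.47 (-0.35 to 0.91) with the replicate block, with 2. Without the block none passed over all genes and 1 passed adjusted over the list alone, FOSL2 (0.95, standard error 0.26). With the block FOSL2 had 0.91 (adjusted p = 0.0455 from edgeR). In the fit without the block, their median after overexpression was -0.23 (-1.64 to 0.51), with none called over all genes or adjusted over the list alone and 0 at an unadjusted p under 0.05 (a median of -0.23 and 1 gene with the replicate block). All 7 were higher in re-expressing than in overexpressing cells, with a median of 0.55 (0.52 with the replicate block), and FOS had 1.62 with the replicate block (adjusted p = 0.0195 from edgeR). The glycolytic enzyme genes had a median of 0.34 in that comparison without the block (0.25 with the replicate block, 12 of 16 higher), with 13 of 16 higher, none called over all genes or adjusted over the list alone and 1 at an unadjusted p under 0.05. Among 10000 random gene lists this median was at percentile 100 (99.93 with the block), and that of the AP-1 genes at 99.78 (99.9). After re-expression the glycolytic median was at 98.37 (93.8) and that of the AP-1 genes at 81.38 (98.25). After overexpression they were at 9.52 (11.01) and 6.06 (5.37). Genes of a list are not independent, and random lists leave out the variation between libraries.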
